# Identification of differentially expressed genes and pathways in mice exposed to mixed field neutron/photon radiation

**DOI:** 10.1186/s12864-018-4884-6

**Published:** 2018-06-28

**Authors:** Constantinos G. Broustas, Andrew D. Harken, Guy Garty, Sally A. Amundson

**Keywords:** Mixed field neutron/photon, Gene expression, Radiation biodosimetry, Mouse blood

## Abstract

**Background:**

Radiation exposure due to the detonation of an improvised nuclear device remains a major security concern. Radiation from such a device involves a combination of photons and neutrons. Although photons will make the greater contribution to the total dose, neutrons will certainly have an impact on the severity of the exposure as they have high relative biological effectiveness.

**Results:**

We investigated the gene expression signatures in the blood of mice exposed to 3 Gy x-rays, 0.75 Gy of neutrons, or to mixed field photon/neutron with the neutron fraction contributing 5, 15%, or 25% of a total 3 Gy radiation dose. Gene ontology and pathway analysis revealed that genes involved in protein ubiquitination pathways were significantly overrepresented in all radiation doses and qualities. On the other hand, eukaryotic initiation factor 2 (EIF2) signaling pathway was identified as one of the top 10 ranked canonical pathways in neutron, but not pure x-ray, exposures. In addition, the related mTOR and regulation of EIF4/p70S6K pathways were also significantly underrepresented in the exposures with a neutron component, but not in x-ray radiation. The majority of the changed genes in these pathways belonged to the ribosome biogenesis and translation machinery and included several translation initiation factors (e.g. *Eif2ak4*, *Eif3f*), as well as 40S and 60S ribosomal subunits (e.g. *Rsp19*, *Rpl19*, *Rpl27*). Many of the differentially downregulated ribosomal genes (e.g. *RPS19*, *RPS28*) have been causally associated with human bone marrow failure syndromes and hematologic malignancies. We also observed downregulation of transfer RNA processes, in the neutron-only exposure (*p* < 0.005). Ingenuity Pathway Analysis (*p* < 0.05) of differentially expressed genes predicted significantly suppressed activity of the upstream regulators *c-Myc* and *Mycn,* transcription factors known to control ribosome biogenesis.

**Conclusions:**

We describe the gene expression profile of mouse blood following exposure to mixed field neutron/photon irradiation. We have discovered that pathways related to protein translation are significantly underrepresented in the exposures containing a neutron component. Our results highlight the significance of neutron exposures that even the smallest percentage can have profound biological effects that will affect medical management and treatment decisions in case of a radiological emergency.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4884-6) contains supplementary material, which is available to authorized users.

## Background

Radiation exposure due to the detonation of an improvised nuclear device poses a growing threat to human health. In such a scenario, large populations will be exposed to various doses of radiation. A number of fatalities will occur immediately after the incident, whereas an even larger number of individuals will experience long-term effects such as higher incidence of cancer, infections and other diseases. However, many people at a distance from the directly affected area will also receive radiation that poses no immediate health risk. The goal of radiation biodosimetry is to quickly and accurately evaluate radiation dose as a means to assess radiological injury. A wide variety of radiation biodosimetry methods has been developed, ranging from cytogenetic assays [1] to the more recently proposed miRNA [2], metabolomics [3], and gene expression analyses. Unbiased transcriptomic profiling has been used to assess individual exposure to radiation. We and others have focused on peripheral blood cells for the development of transcriptomic approaches. Global gene expression in blood from mice exposed to photons (x-rays, γ-rays) has shown that gene expression changes with radiation dose, time, and dose rate [4–6]. Although radiation quality is expected to play an important role in driving gene expression, and different signaling pathways may be triggered in response to the different types of irradiation, a limited number of such studies have been performed. For example, a small number of studies have focused on comparing gene expression profiles in various tissues between photon and heavy ions or α-particles, which could be relevant to a radiological dispersal device. Depending on the cell type, similar or distinct gene expression profiles have been described [7–9].

The detonation of an improvised nuclear device could expose individuals to a mixture of photon and neutron irradiation. Although most of the radiation dose will come from photons, a small part of it will be due to neutrons; however, neutron’s potential of radiological injury will be disproportionally large, since neutrons have high relative biological effectiveness (RBE), as they are able to generate DNA damage that is irreparable or difficult to repair [10].

We previously compared the gene expression signatures in blood of mice exposed separately to either x-rays or neutrons at 1 and 7 days post-irradiation [11]. Our analysis showed differential gene expression effects of neutrons versus photons. Gene ontology analysis revealed that genes involved in nucleic acid metabolism processes were downregulated in neutron-irradiated mice, whereas genes involved in lipid metabolism were upregulated in x-ray irradiated animals. Cell cycle processes were significant among down-regulated genes at day 1, but among up-regulated genes at day 7 after exposure to either neutron or x-rays.

There have been a limited number of publications describing the effect of mixed neutron/photon field irradiation on the survival of various strains of mice and non-human primates [12–17]. In these studies the neutron component ranges from 50 to 70% of the total radiation dose, somewhat higher than the proportion of neutron dose expected in an IND. These studies have shown that exposure to neutron/photon irradiation results in increased defects in T cell populations, greater susceptibility to bacterial infections, and reduced overall survival compared with animals irradiated with pure photons.

In the present study, we analyzed transcriptomic changes over a range of mixed neutron/photon radiation doses with the neutron component contributing 5, 15, 25%, of the total dose of 3 Gy. For comparison, we also included mice exposed to 3 Gy of pure x-rays or 0.75 Gy neutron radiations (equivalent to the neutron component in the 83% neutron exposure). To mimic the radiation conditions of an IND detonation, we used the broad-spectrum neutron irradiator at the Columbia University Radiological Research Accelerator Facility (RARAF) that is capable of generating neutrons with an energy spectrum mirroring that produced at 1–1.5 km from the epicenter of the Hiroshima blast [18, 19]. A small percentage of photons (~ 17%) contributes to total radiation dose generated by the neutron source [19].

To our knowledge this is the first description of the gene expression patterns in mouse peripheral blood after a mixed-field radiation exposure. Our ultimate goal is to investigate whether gene expression signatures can accurately identify the neutron component in a mixed field exposure.

## Methods

### Animals and irradiation

All animal experiments were conducted in accordance with applicable federal and state guidelines and were approved by the Columbia University Institutional Animal Care and Use Committee (IACUC) (approval number AC-AAAG4356). Male C57BL/6 mice were received from Charles River Laboratories (Frederick, MD) and quarantined for 2 weeks before irradiation at 8–10 weeks of age. Six mice were used for each treatment and sacrificed 7 days after treatment.

Mice were either sham-irradiated or exposed to x-ray, neutron or mixed field neutron/x-ray radiation as detailed in Table 1. The neutron source delivers a small percentage of photons, as well. Therefore the maximum achievable dose of neutrons is approximately 83%. Neutron irradiations were performed using the accelerator-based IND-spectrum neutron source [19] at the Radiological Research Accelerator Facility (RARAF). The characteristics of the neutron source and the mouse exposure protocol have been detailed previously [11].

**Table 1:** Protocol of mixed field neutron/x-ray exposure

Neutron Dose, Gy	Photon dose	x-ray dose	Total dose	Neutron Fraction
0	0	3.00	3.00	0%
0.15	0.03	2.82	3.00	5%
0.45	0.08	2.47	3.00	15%
0.75	0.13	2.12	3.00	25%
0.75	0.13	0	0.75	83%

For x-ray irradiation, mice were exposed to various doses of x-rays from a Westinghouse Coronado orthovoltage x-ray machine operating at 250 kVp and 15 mA with a 0.5 mm Cu + 1 mm Al filter as described previously [11]. After dose administration, mice were housed in micro-isolator cages until the time of sacrifice by carbon dioxide asphyxiation followed by cervical dislocation.

### Blood collection and RNA isolation

Blood was collected by cardiac puncture at the time of euthanasia at day 7 post-irradiation. Each sample (~ 0.4 ml blood) was added to a 15 ml centrifuge tube that contained 1.6 ml of PAXgene Blood RNA stabilization and lysis solution (PreAnalytix GmBH, catalog # 762165) and mixed thoroughly, while a small amount of blood was added to tubes containing EDTA as anti-coagulant for blood count using a Genesis hematology system (Oxford Science). After collection was complete, blood was mixed gently but thoroughly and the tubes were incubated at -20 °C for 2 days. Blood samples were allowed to reach room temperature for 2 h before proceeding to RNA isolation. RNA was purified following the PAXgene RNA kit recommendations with on-column DNase I treatment. Excess globin RNA was reduced using the Ambion GLOBINclear-mouse/rat kit (Thermofisher). RNA yields were quantified using the NanoDrop ND1000 spectrophotometer (Thermofisher) and RNA quality was checked by the 2100 Bioanalyzer (Agilent). High quality RNA with an RNA integrity number of at least 7.0 was used for microarray hybridization.

### Microarray hybridization and data analysis

Cyanine-3 labeled cRNA was prepared using the One-Color Low Input Quick Amp Labeling kit (Agilent). Dye incorporation and cRNA yield were measured with a NanoDrop ND1000 spectrophotometer (Thermofisher). Labeled cRNA was fragmented and hybridized to Agilent Mouse Gene Expression 4x44K v2 Microarray Kit (G4846A). Slides were scanned with the Agilent DNA microarray scanner (G2505B) and the images were analyzed with Feature Extraction software (Agilent) using default parameters for background correction and flagging non-uniform features.

Background-corrected hybridization intensities were imported into BRB-ArrayTools, version 4.5.0, log2-transformed and median normalized. Non-uniform outliers or features not significantly above background intensity in 25% or more of the hybridizations were filtered out. In addition, a minimum 1.5-fold change in at least 20% of the hybridizations was set as a requirement. Furthermore, probes were averaged to one probe per gene and duplicate features were reduced by selecting the one with maximum signal intensity. A final set of 14,243 genes that passed the filtering criteria was used in subsequent analyses. The microarray data is available through the Gene Expression Omnibus with accession number GSE113509.

Class comparison was conducted in BRB-ArrayTools to identify genes differentially expressed (*p* < 0.001) between radiation exposed samples and time-matched unirradiated controls using a random variance t-test [20]. Genes with *p*-values less than 0.001 were considered statistically significant. The false discovery rate (FDR) was estimated for each gene by the method of Benjamini and Hochberg [21], to control for false positives. All genes used in this analysis had a FDR of less than 0.05.

Hierarchical clustering of microarray gene expression data was performed with the Dynamic Heatmap Viewer of the BRB-ArrayTools software using a one minus correlation metric and average linkage.

### Gene ontology analysis

Lists of genes that were either significantly overexpressed or underexpressed compared with controls were analyzed using the Ingenuity Pathway Analysis (IPA) core pathway and upstream regulator analysis (Qiagen Ingenuity Systems). Furthermore, the list of differentially expressed genes was also analyzed using Protein ANalysis THrough Evolutionary Relationships (PANTHER), version 11 [22]. Benjamini corrected *p* values of < 0.05 were considered significant.

### Quantitative RT-PCR

cDNA was prepared from total globin-cleared RNA using the High-Capacity cDNA Archive kit (Thermofisher). Quantitative real-time PCR (qRT-PCR) was performed for six genes using pre-designed validated Taqman assays (Thermofisher). These genes were *Crip2* (Mm00517877_m1), *Chst3* (Mm00489736_m1), *Add3* (Mm00507934_m1), Eif3f (Mm00517953_m1), *Rpl26* (Mm02343715_g1), *Rpl27* (Mm01245874_g1), *Rps17* (Mm01314921_g1), *Rps19* (Mm01611010_g1), and *c-Myc* (Mm00487804_m1). A β-actin assay (Mm00607939_s1) was also performed alongside as control. The gene expression validation experiments were conducted with 20 ng cDNA using Universal PCR Master Mix (Thermofisher) in an ABI 7900 Real Time PCR system. After an initial activation at 50 °C for 2 min and 95 °C for 10 min, the PCR reaction was performed by 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Relative fold-induction was calculated by the 2^-ΔΔCT^ method [23], using SDS version 2.3 (Thermofisher). Data were normalized to β-actin gene expression levels.

## Results

### Microarray experiments

We recently described the gene expression profiles of mouse blood cells following either x-ray or neutron irradiation and analyzed them 1 and 7 days post-irradiation. In that report, we found that neutron radiation results in mainly distinct gene expression patterns compared with x-ray irradiation [11].

In the current study, we investigated whether we can identify the neutron component after a mixed field x-ray/neutron exposure, by analyzing gene expression signatures. Thus, mice were either sham-irradiated or exposed to 3 Gy of mixed neutron/x-ray exposures that contained 5, 15, and 25% of neutron component (Table 1). For comparison, mice were also exposed to 3 Gy x-rays or 0.75 Gy of neutron irradiation (equivalent to the neutron component in the 83% neutron exposure). All animals remained in apparent good health, with no adverse events noted during the course of the study.

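Blood RNA from 36 mice was hybridized to single-colour Agilent arrays, with 1 array per mouse and 6 mice in each of 6 groups. The groups were sham-irradiated controls, mice exposed to 3 Gy x-rays, mice exposed to 5, 15, or 25% mixed field x-ray/neutron, and mice exposed to 83% neutron. The neutron dose was 0.15, 0.45, and 0.75 Gy in the 5, 15, and 25% mixed fields, in which x-rays and the photons of the neutron source brought the total to 3 Gy. The 83% neutron exposure delivered 0.75 Gy of neutrons and no x-rays, so that it differed from the mixed fields in total dose as well as in percentage, and its array labels give the percentage as 100. The authors deposited a scanner intensity for every spot on a linear scale, corrected for background within each array and not normalized between arrays. These intensities were log2-transformed, averaged over the spots of a probe, and centred on the median of each array, the normalization named in the paper's methods. Probes that were non-uniform or not significantly above background on 25% or more of the arrays were left out, as were probes for which fewer than 20% of the arrays lay at least 1.5-fold from the probe's median. Of 39429 probes, 21484 passed the background filter and 17963 also passed the fold filter, and the brightest probe of each gene gave 15085 genes. The number of probes well above background ranged from 19496 to 20751 in the controls (median 19921.5), from 16550 to 19316 after x-rays (18066.5), from 16063 to 21300 at 5% (18810.5), from 15581 to 21200 at 15% (18246.5), from 15786 to 21106 at 25% (19856), and from 16455 to 18995 at 83% (16569.5). It was lower than in the controls after x-rays and at 83% (exact two-sided permutation test, p = 0.00216 for each, the smallest p that 6 arrays against 6 allow), and at 15% the p was 0.039 (Benjamini-Hochberg adjusted p = 0.0702), against 0.0974 at 5% and 0.539 at 25%. The intensities of the exposed mice were also more spread out. The 99th percentile of the log2 intensities lay 10.94 ± 0.17 (SD, n = 6) above the median in the controls. It lay 11.57 ± 0.078 above after x-rays, 11.57 ± 0.44 at 5%, 11.82 ± 0.44 at 15%, 11.52 ± 0.47 at 25%, and 11.42 ± 0.16 at 83%. Before scaling, the 99th percentile averaged 15.44 in the controls, 15.33 after x-rays, 15.39, 15.66, and 16.11 in the mixed fields, and 14.99 at 83%. The array medians averaged 4.50, 3.76, 3.82, 3.84, 4.59, and 3.57 in the same order. After x-rays and at 83% the gap thus came with a lower array median, not with a brighter upper end.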

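The arrays lay on 10 slides that were scanned in 4 sessions, and the sessions largely followed the exposures. The first session held 5 control and 5 x-ray arrays, the second 5 arrays at 5% and 5 at 15%, and the third all 12 arrays at 25% and 83%. The fourth session was a single slide with 1 array each from the controls, x-rays, 5%, and 15%. A difference between controls and x-rays can therefore be estimated within sessions, whereas the comparison of controls with 5 and 15% within a session rests on 1 array of each group. The 25% and 83% arrays shared no slide and no session with the controls or the x-ray arrays, so that for these exposures the session and the radiation cannot be told apart. The replicate numbers did not pair the arrays, as the correlation of residuals between arrays of the same number was 0.037 on average over 90 pairs against -0.0062 over 450 other pairs.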

Global gene expression was measured in the blood of mice sacrificed 7 days post-irradiation using Agilent Whole Mouse Genome Microarrays. 

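Each exposure was compared with the 6 control arrays using limma, and genes with an unadjusted p below 0.001 and a Benjamini-Hochberg adjusted p below 0.05 were taken as differentially expressed. Of the 15085 genes tested, 4500 were differentially expressed after x-rays. The 5, 15, and 25% mixed fields gave 3483, 4390, and 3737 differentially expressed genes, and 83% neutron gave 5522. The largest adjusted p among these genes was 0.00335, 0.00433, 0.00343, 0.00403, and 0.00273, so that the unadjusted p set the limit. At an adjusted p below 0.05 alone, 8878, 6716, 7490, 7093, and 8990 genes were differentially expressed. The median size of the log2 fold-change among the differentially expressed genes was 1.47 after x-rays, 1.57, 1.65, and 1.45 in the mixed fields, and 1.24 at 83%. The counts fell with normexp background correction to 389 after x-rays, 265, 788, and 452 in the mixed fields, and 357 at 83%, and with a block for the slide to 1268 after x-rays, 25 at 5%, and 43 at 15%, while 25 and 83% shared no slide with the controls. With the scan session as a block, 4233 genes were differentially expressed after x-rays, 89 at 5%, and 134 at 15%, and no such value can be had for 25 and 83%. At 5 and 15% both blocks rest on 1 array of each group, so that a lower count there does not show an effect of the slide or session. With each array left out in turn, the counts lay between 3403 and 5759 after x-rays, 2667 and 4347 at 5%, 3559 and 5135 at 15%, 3019 and 3758 at 25%, and 4827 and 5482 at 83%.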

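The genes with the largest changes were taken from those differentially expressed and well above background on all 12 arrays of a comparison. After x-rays, Apol10a rose 30.6-fold, Mt2 26.2-fold, and Gstt1 17.3-fold, although the log2 intensity of Gstt1 varied widely among the controls (SD 1.48, n = 6). The largest falls after x-rays were 40.4-fold for Chst3, 37.4-fold for Fcmr, and 33.1-fold for Cd79a. At 5%, the same 3 genes rose most, Mt2 30.7-fold, Apol10a 28.3-fold, and Gstt1 26.4-fold, while Chst3 fell 56.6-fold, Tnfrsf13c 32-fold, and Fcrla 26.8-fold. At 15%, Gm5106 rose 109-fold, with an SD of 3.05 on the log2 scale and 5 of 6 arrays beyond every control, followed by Apol10a (39.9-fold) and Mt1 (39.1-fold). The change of Gm5106 at 15% was -0.59 on the log2 scale within the slide and scan session that held both groups. A second probe for Mt1 changed by 0.48 on the log2 scale, and a second probe for Tnfrsf13c by -1.77 at 5%. The largest falls at 15% were 27.2-fold for Cd79b, 23.8-fold for Ly6d, and 23.3-fold for Fcmr. At 25%, Gstt1 rose 34.6-fold, Mt2 34.1-fold, and Apol10a 29.4-fold, while Chst3 fell 47.1-fold, Tnfrsf13c 29.8-fold, and Fcrla 28.1-fold. At 83%, Gm5106 rose 59.5-fold, Erich5 30.5-fold, and Nos3 30.5-fold. The largest falls at 83% were smaller, with 5.51-fold for Fcer2a, 5.17-fold for Bend5, and 4.97-fold for Spns2.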

Class comparison using BRB-ArrayTools identified a total of 3850, 3788, 4701, 2859, and 5707 genes differentially expressed (*p* < 0.001, false discovery rate (FDR) < 5%) between unirradiated controls and x-ray, 5, 15, 25% mixed field x-ray/neutron, and 83% neutron exposed samples, respectively (Table 2 and Additional file 1). Following exposures, the majority of the genes were down-regulated. 

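Of the differentially expressed genes, 2552 were downregulated and 1948 upregulated after x-rays (56.7% downregulated). In the mixed fields, 2119 genes were downregulated and 1364 upregulated at 5% (60.8%), 2494 and 1896 at 15% (56.8%), and 2096 and 1641 at 25% (56.1%). At 83%, 3090 genes were downregulated and 2432 upregulated (56%). The share depended on the scaling of the arrays. With the arrays scaled on their 75th percentile, upregulated genes were in the majority after x-rays (37.4% downregulated), at 15% (46.3%), at 25% (48.8%), and at 83% (37.8%), but not at 5% (51.5%). With the arrays centred on the median of the probes well above background on all 36 arrays, 44.4% were downregulated after x-rays, 52.6% at 5%, 50.4% at 15%, 51.4% at 25%, and 45.8% at 83%. In the authors' deposited expression table, 64.3, 75.9, 69.8, 63.2, and 75.1% of the genes called with the same test were downregulated. Downregulated genes were also in the minority with the replicate number as a block after x-rays (46.9%) and at 25% (45.1%), with a block for the slide after x-rays (35%), and with the normexp background correction at 15% (30.1%). In the other exposures the normexp correction gave 92.8% after x-rays, 100% at 5%, 87.6% at 25%, and 99.2% at 83%. Of the scalings chosen after seeing the data, centring on the spike-ins gave between 94.5% (25%) and 99.5% (83%). Centring on each array's own probes above background gave 45.9% at 25%. The median log2 fold-change of all genes was -0.11 after x-rays, -0.078, -0.017, and -0.12 in the mixed fields, and -0.12 at 83%. Scaling on the 75th percentile moved it to 0.44, 0.19, 0.31, 0.11, and 0.30, and in the deposited table it was -0.19, -0.28, -0.33, -0.22, and -0.45.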

In our previous study [11], we had exposed mice to x-ray or neutron irradiation and had identified a number of genes, including *Fzr1*, *Ube2c*, and *Ccna2* that were upregulated at day 7 post-irradiation. We confirmed in the present study that these genes were indeed among the list of upregulated genes in the 3 Gy x-ray and 0.75 Gy neutron exposures. 

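On the arrays, the log2 intensity of Fzr1 relative to the median of each array was 6.70 ± 0.35 (SD, n = 6) in the controls, 9.13 ± 0.43 after x-rays, and 8.70 ± 0.35 after 83% neutron. Its log2 fold-change was 2.43 after x-rays (limma, adjusted p = 6.16e-06) and 2.00 after 83% neutron (adjusted p = 3.47e-06). Ube2c changed by 2.10 after x-rays (adjusted p = 2.21e-06) and by 2.32 after 83% neutron (adjusted p = 5.6e-08). Ccna2 changed by 2.95 after x-rays (adjusted p = 2.78e-07) and by 2.58 after 83% neutron (adjusted p = 5.93e-08). For all 3 genes, each of the 6 exposed arrays lay above every control in each of the 5 exposures (exact two-sided permutation test, p = 0.00216). In the mixed fields the log2 fold-change lay between 2.11 and 2.80 for Fzr1, 1.83 and 2.15 for Ube2c, and 2.77 and 3.17 for Ccna2. The change of Ube2c at 5% turned negative only with the normexp background correction (-0.27). The array annotation places the probes for Fzr1, Ube2c, and Ccna2 on chromosomes 10, 2, and 3 of mm9, starting at 80829827, 164598016, and 36463978.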

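The 4 exposures that contained neutrons shared 2026 differentially expressed genes. All 2026 genes changed in the same direction in the 4 exposures, with 1304 downregulated and 722 upregulated. Because the comparisons share the 6 control arrays, groups without any change were simulated by dealing the residuals of the 36 arrays into 6 groups. The residuals were taken from the group means, which removes differences between scan sessions that follow the groups. Genes shared because of the session are therefore not excluded by these simulations. In 100 such simulations the 4 comparisons shared 0 genes, and 4.3 genes per exposure were differentially expressed on average (109 at most) against 4326.4 in the data. The correlation of the log2 fold-changes between exposures, across genes, was 0.739 on average and 0.518 in the simulations (0.826 at most). The share of genes that changed in the same direction in all 5 exposures was 62%, against 35.6% in the simulations (63.2% at most). Genes are not independent replicates in these values. The number of shared genes was 145 with normexp background correction, 1310 with the replicate number as a block, 2153 with quantile normalization, and 2900 with array weights. It was 4673 with spike-in centring, chosen after seeing the data, and it lay between 1462 and 2198 with each array left out in turn.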

Among the exposures that contained a neutron component, 1774 significantly differentially expressed genes were identified (Fig. 1a). Of these genes 376 were uniquely differentially expressed only in neutron, but not in x-rays (Fig. 1b). 

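Of the 2026 genes shared by the 4 neutron-containing exposures, 1627 were also differentially expressed after x-rays (80.3%) and 399 were not. Of these 399 genes, 271 were downregulated and 128 upregulated. After x-rays, 393 of the 399 genes changed in the same direction, 287 had an adjusted p below 0.05, and 187 had an unadjusted p below 0.005, whereas 94 had an unadjusted p above 0.05. The median size of their log2 fold-change was 0.84 after x-rays against 1.42 at 5%, 1.72 at 15%, 1.28 at 25%, and 1.38 at 83%. A direct comparison with the x-ray arrays in limma, at the same threshold, found a larger change than after x-rays for 97 of the 399 genes at 15%, 42 at 25%, and 115 at 83%. At 5%, limma found 0 genes different from x-rays among all genes tested, with 3508 at an unadjusted p below 0.05. A fit over all 36 arrays gave 708 genes for that comparison, array weights gave 791, a block for the slide or the scan session, which rests on 1 array of each group, gave 1, and leaving out replicate 5 of the 5% arrays gave 400. Among the 399 genes, 130 (32.6%) had a larger change than after x-rays in at least 1 exposure. The number with a larger change in all 4 exposures was 0, and among the corresponding genes it was 15 with the fit over all 36 arrays, 71 with array weights, and 30 without replicate 5 of the 5% arrays, and, in an alternative chosen after seeing the data, 222 with spike-in centring. The count of 399 was 269 without x-ray replicate 1, 574 without x-ray replicate 2, 285 with the replicate number as a block, 248 with the fit over all 36 arrays, and 9 with normexp background correction.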

Unique genes for each particular exposure were also identified (Fig. 1c). Not surprisingly, few genes were unique to the 5, 15, and 25% exposures. On the other hand, approximately one third of all differentially expressed genes in the 83% neutron exposure were unique to that exposure. 

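The 5% mixed field had 120 genes that were differentially expressed in no other exposure (3.45% of its genes), the 15% mixed field 169 (3.85%), and the 25% mixed field 196 (5.24%). Of these, 116, 162, and 181 genes had an adjusted p below 0.05 in at least 1 other exposure. The x-ray exposure had 999 such genes (22.2%), of which 582 were downregulated and 417 upregulated, and 649 of them had an adjusted p below 0.05 in another exposure. Single arrays moved these counts, to 485 at 15% without 15% replicate 3 and to 1562 for x-rays without x-ray replicate 1.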

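In the 83% neutron exposure, 1791 of 5522 differentially expressed genes passed the threshold in no other exposure (32.4%), 906 downregulated and 885 upregulated. Of these, 1215 had an adjusted p below 0.05 in at least 1 other exposure. In direct limma comparisons, 319 of the 1791 genes changed further than in the 25% mixed field, which delivered the same neutron dose, and 258 changed further than after x-rays. The count was 602 when a single model was fitted to all 36 arrays.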

The overall number of genes responding to the 25% neutron/x-ray exposure was significantly lower than other percentages, reflecting mainly the lower number of downregulated genes, although the number of the upregulated genes was comparable. 

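Of the genes tested, 24.8% were differentially expressed in the 25% mixed field, against 23.1% at 5%, 29.1% at 15%, and 36.6% at 83%. A direct limma comparison of the 15% with the 25% mixed field found 0 genes past the threshold, with 827 at an unadjusted p below 0.05. Array weights gave 374 genes for this comparison, a single model over all 36 arrays gave 1, and leaving out 15% replicate 3 gave 195, while the other alternatives gave 0. Between 83% and 25%, arrays of 1 scan session, 1717 genes differed, of which 607 were higher and 1110 lower at 83%. This count was 2750 without 25% replicate 5 and 327 with a block for the slide. Against the controls, 25% had fewer genes than 5% in the deposited expression table (3175 against 4088) and with array weights (4555 against 5599). A single model over all 36 arrays also put 25% below 5% (3597 against 4175), as did 2 scalings chosen after seeing the data. These were centring on each array's own probes above background (2871 against 3960) and spike-in centring (5460 against 9256). Without 5% replicate 3, the count at 5% was 4347, above the 3737 at 25%. Single arrays left out aside, the count at 25% was above that at 5% with the other alternatives that gave both counts. Among them were scaling on the 75th percentile (3684 against 3352), quantile normalization (3931 against 3638), and normexp background correction (452 against 265). The stricter background filter (3203 against 2946), no fold filter (3951 against 3679), and the replicate number as a block (3603 against 2101) were others.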

A dose-response effect was not evident in the majority of differentially exposed genes in the neutron exposures. Instead, differentially upregulated genes showed a progressive increase in the fold-change that peaked at 15% neutron/photon. Likewise, downregulated genes showed the maximum fold-change again at 15% neutron/photon.

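In the 3 Gy series of x-rays and the 5, 15, and 25% mixed fields, 6124 genes were differentially expressed in at least 1 exposure and changed in 1 direction. The size of the fold-change rose with every step from x-rays to 25% for 161 of these genes (2.63%), against 4.17% if the order of the 4 exposures were random. A direct limma comparison of 15% with 5% found 0 genes past the threshold, with 320 at an unadjusted p below 0.05, and every alternative that was tried also gave 0.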

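Among the 2595 upregulated genes of the 3 Gy series, the fold-change was largest at 15% for 51.8%, after x-rays for 30.1%, at 25% for 9.44%, and at 5% for 8.63%. The median size of their log2 fold-change was 1.25 after x-rays, 1.34 at 5%, 1.60 at 15%, and 1.31 at 25%.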

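Among the 3529 downregulated genes of the 3 Gy series, the fold-change was largest after x-rays for 42.4%, at 15% for 39.8%, at 5% for 12.8%, and at 25% for 4.99%. The median size of their log2 fold-change was 1.34 after x-rays, 1.21 at 5%, 1.34 at 15%, and 1.10 at 25%. Over both directions, 44.9% of the genes had their largest change at 15%, a share that lay between 35.4% without x-ray replicate 1 and 54.1% without 15% replicate 3. With normexp background correction 40.8% had their largest change at 15% and 52.8% at 5%. With spike-in centring, chosen after seeing the data, the shares were 30.8% at 15% and 47.2% at 5%.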

**Table 2:** Differentially expressed genes

neutron	up	down	total	%up	%down
0%	1373	2477	3850	35.7	64.3
5%	829	2959	3788	21.9	78.1
15%	1417	3284	4701	30.1	69.9
25%	1052	1807	2859	36.8	63.2
83%	1390	4317	5707	24.4	75.6

Significantly differentially expressed genes in mouse blood after x-ray, neutron, or mixed field x-ray/neutron treatment relative to unirradiated controls (p < 0.001). Percent of upregulated (up) and downregulated (down) genes are shown

**Fig. 1:**
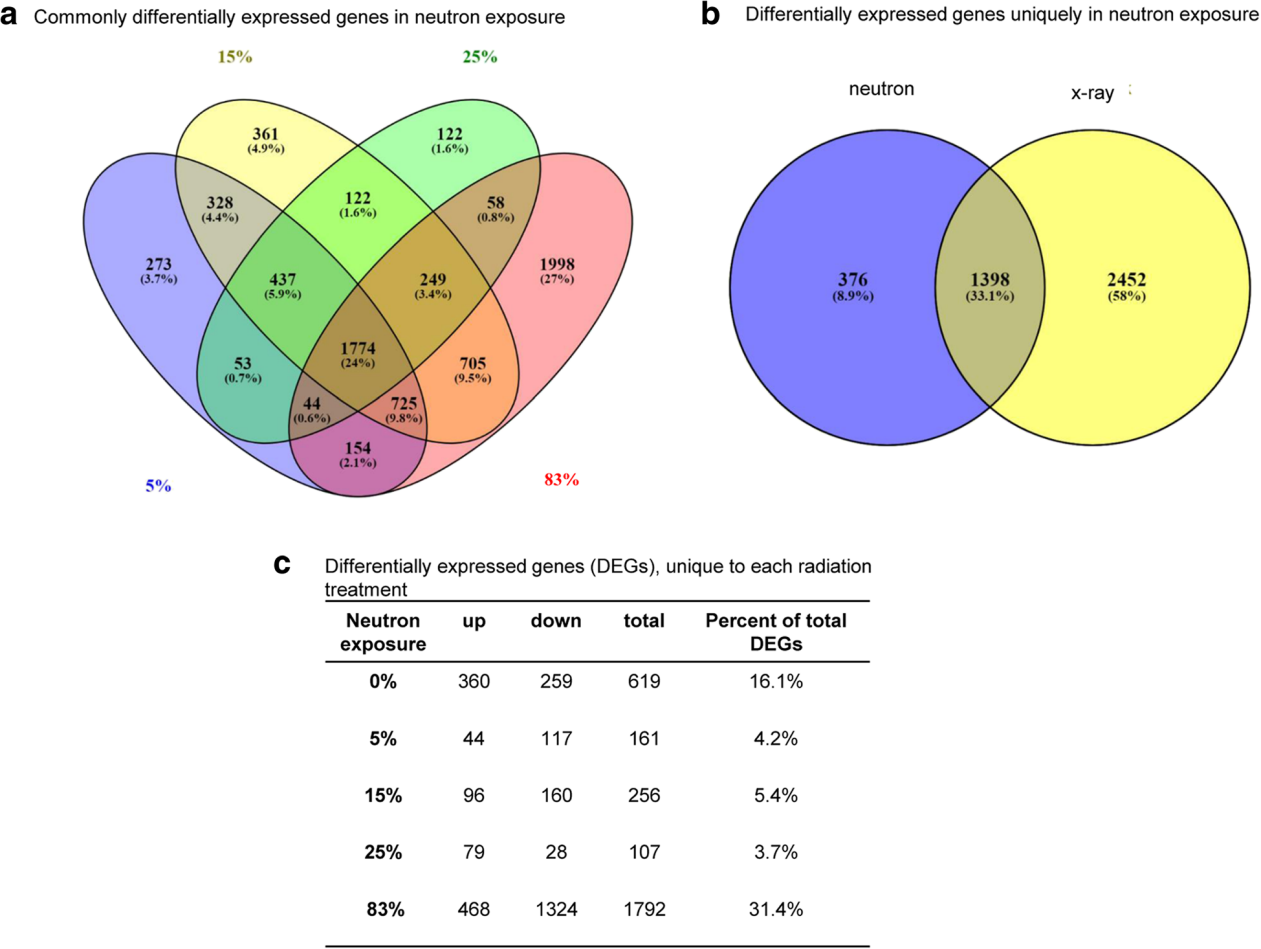
Differentially expressed genes. **a** Venn diagram showing overlap patterns of genes that are differentially expressed in response to 0.75 Gy neutron (83%), or 3 Gy mixed-field neutron/x-ray (5, 15, 25%). **b** Venn diagram comparing differentially expressed genes in x-rays (x-ray) versus neutron or neutron/x-ray (neutron) exposures. **c** Table showing absolute number and percent of differentially expressed genes (DEGs) unique to each treatment

### Gene ontology analysis

We used Ingenuity Pathway Analysis (IPA) to identify the most significantly enriched molecular functions. Biological processes and pathways over-represented among differentially expressed genes with a Benjamini-corrected *p*-value of less than 0.05 were considered significant. The top ten canonical pathways based on the significance of the enrichment (p-value) are shown in Fig. 2. 

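Lists of genes typical of B-cells and T-cells were written before the data were examined, and 21 B-cell and 24 T-cell genes passed the filters. The median log2 fold-change of the B-cell genes was -3.85 after x-rays, -3.74, -3.99, and -3.84 in the 5, 15, and 25% mixed fields, and -1.41 at 83%. Set tests with camera, adjusted over the 90 tests of 18 lists and 5 exposures, gave adjusted p of 7.06e-11, 3.65e-16, 4.89e-13, 3.65e-16, and 3.6e-07, and fry gave 3.99e-06, 1.9e-07, 8.17e-07, 2.89e-07, and 1.39e-05. All 6 arrays of every exposure lay below every control in their mean over the B-cell genes. With p adjusted over the B-cell list alone, 21, 21, 21, 21, and 20 of the 21 genes had an adjusted p below 0.05, against 21, 21, 20, 21, and 20 with p adjusted over all genes tested. The T-cell genes had a median log2 fold-change of -0.88 after x-rays, -1.21 at 5%, -0.88 at 15%, -0.46 at 25%, and -0.46 at 83%. For the T-cell genes camera gave adjusted p of 0.000238, 1.15e-05, 0.000914, 0.024, and 0.0794, and fry gave 0.00279, 0.00444, 0.00764, 0.0362, and 0.102, so that 83% passed neither. Over the T-cell list alone, 21, 21, 15, 11, and 10 of 24 genes had an adjusted p below 0.05, and over all genes tested 19, 19, 15, 11, and 12. The medians of both lists were negative under every scaling that was tried. In the direct comparison of 83% with x-rays, the B-cell genes were less reduced at 83% by a median of 2.62 (camera adjusted p = 8.83e-11, fry 0.00106). At 25% the T-cell genes lay 0.40 above x-rays in median (camera adjusted p = 0.0419, fry 0.398). Of the 90 list tests against controls, 39 had a camera adjusted p below 0.05, and 33 of these also had a fry adjusted p below 0.05.

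**Figure D1:**
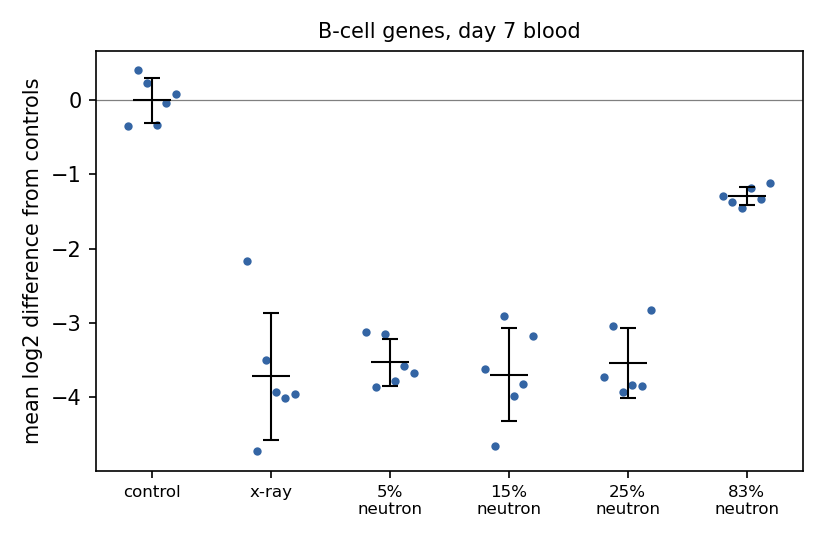
Mean log2 difference of 21 B-cell genes from the controls in day 7 blood, on the vertical axis, for each mouse (points) in the 6 groups, with the mean and SD of each group. The 83% neutron arrays lie between -1.45 and -1.11, above all arrays of the other exposures and below all controls.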

Canonical pathways pertaining to B- and T-cell immune response were uniformly underrepresented in all radiation exposures (Fig. 2a). In contrast, the “EIF2 signaling” pathway was significantly underrepresented only in the exposures that included a neutron component (Fig. 2a and Additional file 2). 

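Of the 102 genes listed for EIF2 signaling in Additional file 5, 99 were on the array and 80 passed the filters. Their median log2 fold-change was -0.28 after x-rays, -0.29, -0.30, and -0.15 in the 5, 15, and 25% mixed fields, and -0.38 at 83%, while the mean had the opposite sign at 5% (0.022), 15% (0.080), and 25% (0.063). The camera adjusted p was 0.986, 0.959, 0.975, 0.917, and 0.539, and the fry adjusted p 0.944, 0.669, 0.801, 0.929, and 0.494. The camera test and the median differed in sign after x-rays and at 25%. The direction depended on the scaling of the arrays. With the arrays scaled on their 75th percentile the medians were 0.41, 0.26, 0.60, 0.28, and 0.30. With quantile normalization they were -0.61, -0.95, -1.05, -0.81, and -0.70, and in the deposited expression table -0.73, -1, -1.18, -0.83, and -0.90, with a camera adjusted p below 0.05 for x-rays and all 4 neutron-containing exposures in both. Compared directly with x-rays, the medians were 0.16, 0.15, 0.21, and 0.050 (camera adjusted p = 0.928, 0.927, 0.895, and 0.645, and fry 0.955, 0.897, 0.82, and 0.955). In this direct comparison the median turned negative with quantile normalization (-0.16, -0.35, -0.15, and -0.14) and in the deposited table (-0.18, -0.43, -0.13, and -0.24), where only 15% in the deposited table had a camera adjusted p below 0.05, and with the 75th percentile it did so at 5% (-0.033) and 25% (-0.0062). The median against x-rays was also negative at 5% (-0.69) and 15% (-0.43) with a block for the slide or the scan session, values that rest on 1 array of each group, and at 5% with normexp background correction (-0.83, with a camera adjusted p below 0.05). Over all alternatives it was negative in 10 of 29 at 5%, 7 of 29 at 15%, 4 of 28 at 25%, and 10 of 28 at 83%. At 83% the lowest value was -0.82. With p adjusted over the EIF2 list alone, 54, 44, 62, 47, and 60 genes had an adjusted p below 0.05, and over all genes tested 52, 43, 58, 46, and 58. The study chose this list on these samples, so that the first counts are not independent evidence.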

If the additional criterion of fold-change ±2 was applied to the IPA analysis, the “EIF2 signaling” pathway was among the significantly enriched pathways in the mixed-field and 83% neutron exposure, but interestingly not in the pure x-ray exposure (Additional file 3 Figure S1), thus underlining the robustness of the study. In addition, the related “mTOR signaling” and “regulation of eIF4/p70S6K1 signaling” pathways were also significantly underrepresented in the 15 and 83% exposures. A summary of –log (*p*-value) is shown (Fig. 2b).

**Fig. 2:**
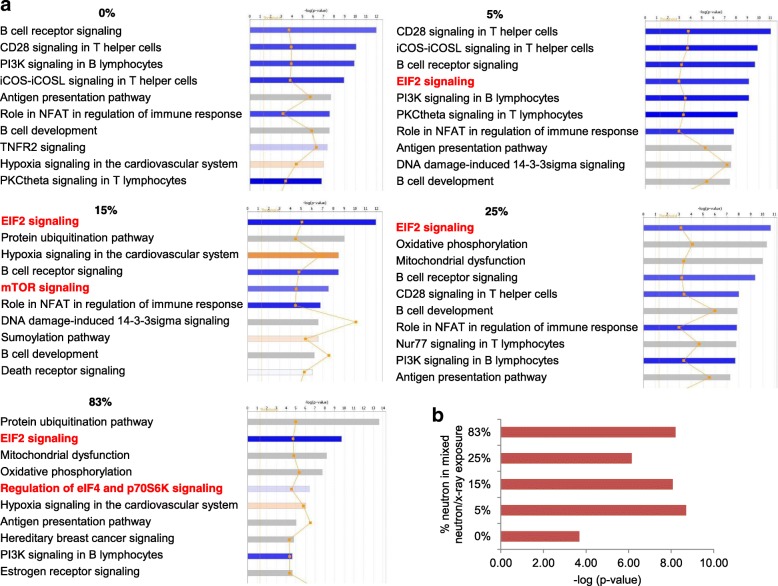
**a** Ingenuity Pathway Analysis (IPA) top 10 canonical pathways for each treatment (*p* < 0.001). The most statistically significant canonical pathways identified in the neutron exposure are listed according to their *p* value (−log; orange line). *Blue bars*: negative z-score; *orange bars*: positive z-score; *gray bars*: no activity pattern available. The orange squares represent the ratio of the number of differentially expressed genes found in each pathway over the total number of genes in that pathway. **b** IPA on EIF2-related differentially expressed genes plotted according their *p*-value (−log)

The PANTHER gene ontology tool was used as an additional method for evaluating functional significance of the radiation-induced gene profiles. Analyzing the results (*p* < 0.005; Additional file 4) confirmed that among top pathways significantly underrepresented in the neutron exposures were those related to EIF2 signaling (Table 3).

**Table 3:** mRNA Translation-related biological processes in response to radiation as identified by PANTHER analysis (*p* < 0.005)

Term	0%	5%	15%	25%	83%
eukaryotic initiation factor 4E binding (GO:0008190)	3.09E-02		3.79E-02		6.40E-03
translation initiation factor binding (GO:0031369)		2.63E-03		1.86E-03	1.02E-05
eukaryotic initiation factor eIF2 binding (GO:0071074)		1.60E-02			3.67E-02
translation initiation factor activity (GO:0003743)		2.99E-02	6.78E-04	1.75E-02	2.01E-06
translation elongation factor activity (GO:0003746)					2.06E-02
translation termination factor activity (GO:0008079)					3.92E-02
translation release factor activity (GO:0003747)					3.92E-02

Significantly enriched biological processes among genes downregulated in response to radiation. Benjamini-corrected p values are shown for each radiation exposure

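Genes whose symbol begins with Eif and a number were taken as initiation factors, and 37 of 55 passed the filters. Their median log2 fold-change was -0.77 after x-rays, -0.26, -0.44, and -0.28 in the 5, 15, and 25% mixed fields, and -0.65 at 83%, and it turned positive at 5% with the arrays scaled on their 75th percentile (0.0094) or centred on the probes well above background (0.0066). Downregulated past the threshold were 8, 6, 8, 6, and 15 genes, and upregulated 6, 4, 5, 4, and 6. The camera adjusted p was 0.433, 0.641, 0.342, 0.593, and 0.136, and the fry adjusted p 0.42, 0.228, 0.151, 0.199, and 0.09. Adjusted over the list alone, 25, 21, 22, 18, and 30 genes had an adjusted p below 0.05, against 25, 20, 22, 18, and 30 over all genes tested. Compared directly with x-rays, the medians were 0.22, 0.12, 0.25, and 0.090, with camera adjusted p of 0.409, 0.927, 0.624, and 0.927 (fry 0.758, 0.947, 0.706, and 0.963), and with the arrays scaled on their 75th percentile these medians turned negative (-0.069, -0.17, -0.059, and -0.012).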

Examining the list of differentially expressed genes in the EIF2 signaling pathway (Additional file 5) we noticed that several genes coding for eukaryotic initiation factors (eIFs) were mostly downregulated after irradiation. Interestingly, some eIFs (*Eif2b4*, *Eif2s3x*, and *Eif3k*) were differentially expressed after x-ray irradiation, whereas others (*Eif2ak4*, *Eif3f*, *Eif3l*) were differentially expressed after radiation that contained a neutron component (Additional file 5). Furthermore, this pathway included a large number of ribosomal protein (*RP*)-encoding genes that were downregulated in all radiation types. However, a group of 15 *RP* genes (~ 50% of all differentially regulated RP genes in this pathway) were specifically downregulated in the neutron component exposures, but not x-rays. 

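Eif2b4 was downregulated after x-rays (log2 fold-change -1.12, adjusted p = 0.00216) and at 83% (-0.71, adjusted p = 0.00149) but did not pass the threshold in the mixed fields (-0.20, -0.33, and -0.49). With quantile normalization Eif2b4 passed in neither (-0.99 and -0.63). None of the direct limma comparisons of Eif2b4 with x-rays passed (adjusted p = 0.143, 0.144, 0.209, and 0.232). Eif2s3x changed by 0.70 after x-rays (adjusted p = 0.0702), with 2 of 6 arrays above every control, and passed the threshold in the deposited expression table (0.98). Eif3k was upregulated in all 5 exposures, by 1.37, 1.45, 1.73, 1.14, and 1.06, but with quantile normalization it passed the threshold only after x-rays and at 83%. Eif2ak4 was downregulated in all 5 exposures, by -2.21 after x-rays (adjusted p = 0.00101), -1.71, -1.80, and -1.79 in the mixed fields, and -1.42 at 83%, although it was well above background on 5 of 6 x-ray arrays. Eif3f and Eif3l varied too little among the 36 arrays to pass the fold filter and were tested one at a time. Eif3f changed by -0.67 after x-rays, -0.66 at 5%, -0.34 at 15%, -0.34 at 25%, and -0.36 at 83% (exact two-sided permutation test, p = 0.0108, 0.0108, 0.026, 0.0281, and 0.0325). Eif3l changed by -0.81, -0.68, -0.82, -0.70, and -1 (exact two-sided permutation test, p = 0.0238, 0.0195, 0.0108, 0.00649, and 0.00216). In the deposited expression table Eif3f passed the threshold after x-rays and at 5, 15, and 83%, and Eif3l in all 5 exposures. Whether either gene differs between x-rays and the neutron-containing exposures was not tested.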

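Of the 81 genes for cytoplasmic ribosomal proteins on the array, 63 passed the filters. With the arrays centred on their median, the median log2 fold-change of these genes was 0.28 after x-rays, 0.39, 0.76, and 0.46 in the 5, 15, and 25% mixed fields, and 0.070 at 83%. The camera adjusted p for a rise was 0.0247, 0.135, 0.0316, 0.0353, and 0.136, and none had a fry adjusted p below 0.05 (0.0904, 0.661, 0.228, 0.422, and 0.191). Lower than in the controls were 23, 22, 23, 21, and 28 of the 63 genes. The direction depended on the scaling, and it turned negative in all 5 exposures with quantile normalization (medians -0.67, -1.05, -1.29, -0.91, and -0.96) and in the deposited expression table (-0.65, -1.14, -1.46, -0.98, and -1.20). With these 2 scalings camera had an adjusted p below 0.05 for a fall in every exposure. With the arrays scaled on their 75th percentile the medians stayed positive (0.75, 0.55, 0.96, 0.61, and 0.51), and with normexp background correction they were -0.74, -1.89, 0.26, -0.53, and -1.67. With spike-in centring, an alternative chosen after the data had been seen, they were -0.86, -1.37, -0.95, -0.83, and -1.99. Per array, the median over the genes was 0.30 ± 0.16 (SD, n = 6) after x-rays, 0.35 ± 0.54, 0.68 ± 0.55, and 0.41 ± 0.52 in the mixed fields, and 0.12 ± 0.23 at 83%, with an SD of 0.24 among the controls. With p adjusted over the list alone, 32, 22, 48, 22, and 40 genes had an adjusted p below 0.05, and over all genes tested 34, 22, 44, 25, and 40.

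**Figure D2:**
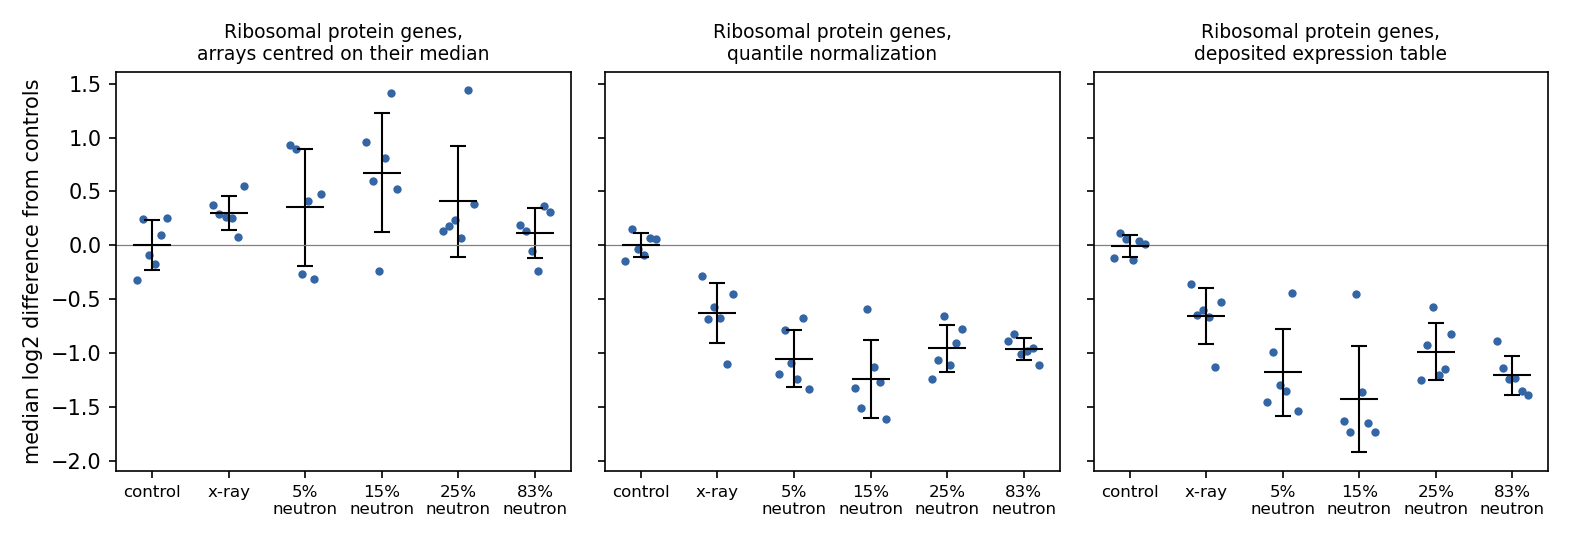
Median log2 difference of the ribosomal protein genes from the controls, on the vertical axis, for each mouse (points) in the 6 groups with the mean and SD, under 3 scalings of the arrays. The exposed groups lie above the controls on average with the arrays centred on their median and below them with quantile normalization and in the deposited expression table.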

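With the arrays centred on their median, 1 RP gene was downregulated past the threshold after x-rays, 5, 7, and 2 in the 5, 15, and 25% mixed fields, and 11 at 83%, while 14, 3, 12, 3, and 21 were upregulated. The RP gene downregulated after x-rays was Rps27. Rpl18 and Rps18 were downregulated in all 4 neutron-containing exposures and not past the threshold after x-rays, and they were singled out after their values were seen. The log2 fold-change of Rpl18 was -1.56, -1.72, -1.23, and -1.39 against -0.93 after x-rays (adjusted p = 0.00467), and that of Rps18 was -1.32, -1.36, -1.16, and -1.50 against -0.86 (adjusted p = 0.0109). The direct limma comparisons of Rpl18 with x-rays had adjusted p of 0.203, 0.0986, 0.465, and 0.144. In at least 1 neutron-containing exposure 12 RP genes were downregulated that did not pass the threshold after x-rays, and 2 of the 12 differed directly from x-rays in at least 1 exposure. The number of downregulated RP genes was 21, 34, 38, 30, and 40 with quantile normalization and 22, 37, 39, 30, and 44 in the deposited expression table. Of the genes downregulated in at least 1 neutron-containing exposure, 21 and 23 did not pass the threshold after x-rays under these 2 scalings.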

A heatmap was constructed to visualize this observation (Fig. 3). 

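Rps25 had a log2 intensity of 1.11 ± 0.20 (SD, n = 6) above the array median in the controls and 1.76 ± 0.21 after x-rays, and all 6 x-ray arrays lay above every control (exact two-sided permutation test, p = 0.00216). In limma, its log2 fold-change of 0.65 after x-rays had an adjusted p of 0.00645 and an unadjusted p of 0.00237, short of the threshold, which it passed with quantile normalization (0.86), and the change was -1.70 with spike-in centring. A second probe for Rps25 changed by -0.71 on the log2 scale after x-rays. The fold-change was 0.20, -0.017, and 0.18 in the 5, 15, and 25% mixed fields and -0.54 at 83% (adjusted p = 0.0115). The probe was well above background on all control and x-ray arrays, 5 of 6 arrays at 15%, and 2 of 6 at 83%. After x-rays 14 RP genes were upregulated past the threshold. This count was 29 with scaling on the 75th percentile and 28 with centring on the probes well above background on all arrays. It was 2 with quantile normalization, 1 in the deposited expression table, and 0 with normexp background correction.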

*Rps25* was the only ribosomal gene that was differentially upregulated by x-rays, but not neutron exposure. The *RP* gene downregulation was evident even at 5% neutron and the fold-change did not vary appreciably with increasing percentage of neutron contribution. 

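Within the slide that held 1 array each of the controls, x-rays, 5%, and 15%, the median log2 difference of the RP genes from the control was 0.62 after x-rays, -0.13 at 5%, and -0.14 at 15%. On the other slides it was 0.17, 0.53, and 0.88, so that the sign differed between slides at 5 and 15%. With quantile normalization the shared slide gave -0.43, -0.64, and -0.57 and the other slides -0.70, -1.10, and -1.44. With that scaling the median per array was -1.05 ± 0.27 (SD, n = 6) at 5%, -1.24 ± 0.36 at 15%, -0.96 ± 0.22 at 25%, and -0.96 ± 0.099 at 83%, against -0.63 ± 0.28 after x-rays and an SD of 0.11 among the controls. In the deposited expression table the shared slide gave -0.60 after x-rays, -0.52 at 5%, and -0.49 at 15%, and the other slides -0.68, -1.30, and -1.62.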

Loss-of-function, by deletion or mutation, of genes that code for ribosomal proteins are known as ribosomopathies and are causally associated with various human diseases, most prominent of which is the Diamond-Blackfan anemia. We queried the list of the neutron downregulated *RP* genes and discovered that many of these genes have been associated with the Diamond-Blackfan syndrome (Table 4).

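Of the 20 RP genes that Table 4 links to Diamond-Blackfan anemia, 15 passed the filters. Their median log2 fold-change was 0.13 after x-rays, 0.39, 0.55, and 0.46 in the 5, 15, and 25% mixed fields, and -0.079 at 83%, where the mean was 0.040. The list was not past the threshold in any exposure in camera (adjusted p = 0.47, 0.763, 0.586, 0.495, and 0.745) or fry (0.422, 0.919, 0.669, 0.72, and 0.764). Single genes were downregulated past the threshold in 1, 1, 1, 1, and 4 cases and upregulated in 3, 0, 1, 0, and 5. With p adjusted over the list alone, 9, 3, 12, 8, and 11 genes had an adjusted p below 0.05, against 9, 3, 10, 7, and 11 over all genes tested. The genes upregulated at 83% were Rpl35a (0.88), Rps24 (1.25), Rps15a (1.10), Rpl35 (1.06), and Rps29 (1.13), of which Rps24 (-0.47), Rps15a (-0.76), Rpl35 (-0.018), and Rps29 (-0.021) turned negative with quantile normalization. Rpl11 was downregulated at 83% (-1.18, adjusted p = 4.38e-05), while 2 other probes for this gene changed by -0.21 and -0.033. All 20 genes also belong to another of the 18 lists.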

**Fig. 3:**
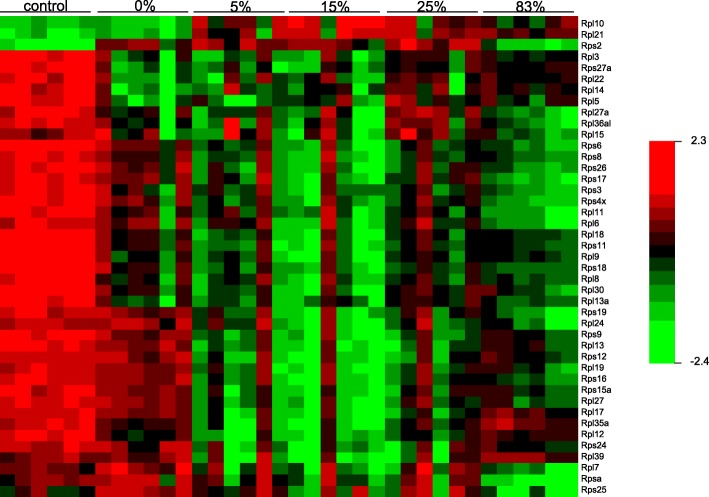
Heatmap illustrating relative gene expression of ribosomal genes among the differentially expressed genes (p < 0.001) at various radiation exposures. *Red* indicates high expression; *green* indicates low expression, as indicated in the color key. Each row represents one gene and each column represents an individual mouse

**Table 4:** Loss-of-function ribosomal protein (RP) genes related to Diamond-Blackfan anemia and *RP* genes downregulated (DN) after neutron exposure

Diamond-Blackfan anemia		
RP gene^(1)^	X-rays	Neutrons
*RPS19*		DN
*RPL5*	DN	DN
*RPS10*		
*RPL11*	DN	DN
*RPS26*		DN
*RPL35A*		DN
*RPS24*		DN^(2)^
*RPS17*		DN
*RPS7*		
*RPL26*		DN
*RPL27*		DN
*RPL15*		
*RPS28*		DN
*RPL29*		DN
*RPL31*		
*RPS15A*		DN
*RPL35*		
*RPL18*	DN	DN
*RPS26*		
*RPS29*		
*RPS27*		

^(1)^References [32, 55]

^(2)^Only in 15 and 83% neutron exposures

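Genes for aminoacyl-tRNA ligases and for tRNA methyltransferases were listed before the data were examined, and 30 and 25 of them passed the filters. The ligase genes had a median log2 fold-change of -0.96 after x-rays, -0.40, -0.58, and -0.45 in the 5, 15, and 25% mixed fields, and -0.87 at 83%. For the ligases camera gave adjusted p of 0.00289, 0.349, 0.0677, 0.198, and 0.00015, and fry gave 0.0265, 0.347, 0.118, 0.206, and 0.000128. Downregulated past the threshold were 9, 3, 5, 3, and 16 ligase genes. With p adjusted over the list alone, 27, 9, 17, 12, and 25 of them had an adjusted p below 0.05, against 26, 9, 17, 12, and 24 over all genes tested. The methyltransferase genes had medians of -1.25, -0.71, -0.82, -0.75, and -0.56. For the methyltransferases camera gave adjusted p of 6.86e-05, 0.00583, 0.00517, 0.00952, and 0.0128, and fry gave 0.00495, 0.0228, 0.00598, 0.031, and 0.00723. Over the methyltransferase list alone, 23, 16, 17, 15, and 13 genes had an adjusted p below 0.05, and over all genes tested 22, 13, 17, 13, and 13. The medians of both lists were negative under every scaling that was tried.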

Further analysis revealed that, in addition to the EIF2 pathway, biological processes related to tRNA were also significantly underrepresented in the neutron exposures, mainly in the 83% neutron exposure (Table 5). The list of tRNA-related biological processes included a number of aminoacyl-tRNA ligases (valine, threonine, arginine), enzymes responsible for charging amino acids to cognate tRNA molecules, as well as tRNA methyltranferases, essential enzymes for tRNA maturation. tRNA binding process (GO:0000049) showed progressively lower *p*-values with increasing contribution of neutrons, while this process did not attain significance after pure x-ray irradiation. Similarly, “translation factor activity, RNA binding” (GO:0008135), as well as “catalytic activity, acting on a tRNA” (GO:0140101) processes showed the same lower p-value with higher neutron percentage. An exception to this trend was the 25% exposure.

**Table 5:** tRNA-related biological processes in response to radiation as identified by PANTHER analysis (p < 0.005)

Term	0%	5%	15%	25%	83%
ligase activity, forming aminoacyl-tRNA and related compounds (GO:0016876)	3.14E-02				2.84E-05
aminoacyl-tRNA ligase activity (GO:0004812)	3.14E-02				2.84E-05
translation factor activity, RNA binding (GO:0008135)		1.62E-02	8.08E-04		8.91E-08
tRNA binding (GO:0000049)		2.99E-02	9.98E-03	6.82E-03	1.99E-07
catalytic activity, acting on a tRNA (GO:0140101)			6.71E-04	4.83E-02	4.88E-10
tRNA (guanine-N1-)-methyltransferase activity (GO:0009019)			1.88E-02		3.67E-02
tRNA-specific ribonuclease activity (GO:0004549)			2.56E-02		9.52E-03
tRNA (guanine) methyltransferase activity (GO:0016423)			3.64E-02		2.87E-03
aminoacyl-tRNA editing activity (GO:0002161)				2.62E-02	1.77E-03
valine-tRNA ligase activity (GO:0004832)					1.76E-02
threonine-tRNA ligase activity (GO:0004829)					1.76E-02
glutaminyl-tRNA synthase (glutamine-hydrolyzing) activity (GO:0050567)					1.76E-02
tRNA methyltransferase activity (GO:0008175)					3.33E-02
arginine-tRNA ligase activity (GO:0004814)					3.67E-02
tRNA dihydrouridine synthase activity (GO:0017150)					3.67E-02

Significantly enriched biological processes among genes downregulated in response to radiation. Benjamini-corrected p values are shown

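Genes whose array description contains the word ubiquitin or whose symbol begins with Ube2 were listed, and 121 of 185 passed the filters. Their median log2 fold-change was 0.14 after x-rays, 0.11, 0.11, and 0.13 in the 5, 15, and 25% mixed fields, and 0.17 at 83%. This direction was opposite in 8, 13, and 5 of 29 alternatives for x-rays, 5%, and 15%, and in 9 and 12 of 28 for 25 and 83%, several of them scalings of the arrays. Upregulated past the threshold were 34, 23, 34, 26, and 38 genes and downregulated 20, 16, 22, 15, and 28. The camera adjusted p was 0.222, 0.304, 0.207, 0.188, and 0.135, and the fry adjusted p 0.0301, 0.542, 0.103, 0.161, and 0.0125. Adjusted over the list alone, 95, 74, 89, 79, and 93 genes had an adjusted p below 0.05, against 95, 69, 86, 76, and 92 over all genes tested.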

Finally, PANTHER analysis revealed that processes related to protein ubiquitination were highly significant among upregulated genes in all radiation doses and qualities (Additional file 6 Table S1).

We also searched for upstream regulators of differentially regulated genes by using the upstream regulator analysis tool in IPA. This feature connects the upstream regulators with downstream functions to generate regulator effects hypotheses with predicted activation of upstream transcription regulators. We used the default z-score > 2 or z-score < − 2 as the significance cutoff for our analysis. The top candidate regulators are shown in Fig. 4 and Additional file 7. Most of the predicted upstream regulators showed similar z-scores across radiation treatments. However, *Cst5* (Cystatin D) showed a progressively larger (positive) z-score with the percentage of the neutron component. Exception was the 25% neutron/x-ray exposure that z-score did not attain statistical significance. A second candidate, *Trim24* (tripartite motif-containing 24; *Tif1*) was a positive regulator of x-rays and x-ray/lower percentage of neutron combination, but not 83% neutrons. In contrast, type I Interferon family genes, *Ifnα*, *Ifnαβ* and *Ifnar* (interferon (alpha and beta) receptor 1), important regulators of innate antiviral and antibacterial immunity [24], were predicted to be negative regulators in the exposures that contained pure photons or low percentage (5, 15%) neutrons, but not 83% neutrons. 

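Of 35 interferon-stimulated genes listed before the data were examined, 29 passed the filters. Their median log2 fold-change was -0.45 after x-rays, -0.41, -0.20, and -0.12 in the 5, 15, and 25% mixed fields, and 0.21 at 83%, with a mean of the opposite sign at 25% (0.0013). The camera adjusted p was 0.228, 0.271, 0.983, 0.997, and 0.539, and the fry adjusted p 0.112, 0.119, 0.879, 0.669, and 0.494. Over all alternatives the medians lay between -1.55 and -0.038 after x-rays, -1.85 and -0.20 at 5%, -1.57 and -0.0035 at 15%, -1.09 and 0.051 at 25%, and -1.91 and 0.48 at 83%, so that the sign depended on the alternative at 25 and 83%. Set directly against x-rays, the genes were higher at 83% by a median of 0.55 (camera adjusted p = 0.0419, fry 0.219). This difference had a camera adjusted p below 0.05 in 12 of 28 alternatives. It turned to -0.14 with normexp background correction and to -0.45 with spike-in centring, the latter chosen after seeing the data. Adjusted over the list alone, 17, 14, 18, 17, and 17 genes had an adjusted p below 0.05, and over all genes tested 17, 14, 16, 16, and 17.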

Finally, we searched for upstream regulators that function as transcription factors and identified *c-Myc* and *Mycn* as two negative regulators that displayed progressively more negative z-scores with increasing percentage of neutron component. The z-scores for *c-Myc* were − 2.0 and − 5.1 for pure x-rays and 83% neutrons, respectively, whereas for *Mycn* were − 1.3 (x-rays; not significant) and − 4.4 (83% neutrons). Again 25% neutron exposure did not predict *c-Myc* or *Mycn* as upstream regulators. The *c-Myc* gene itself was found downregulated in 5, 15, and 83% neutron exposure (*p* < 0.005) in our microarray data.

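The log2 intensity of Myc lay 3.44 ± 0.35 (SD, n = 6) above the array median in the controls, 2.60 ± 0.94 after x-rays, 2.60 ± 0.50 at 5%, 2.2 ± 0.61 at 15%, 2.74 ± 0.35 at 25%, and 2.77 ± 0.30 at 83%. Its log2 fold-change was -0.84 at 5% (limma, adjusted p = 0.0209), -1.24 at 15% (0.003), and -0.67 at 83% (0.00894), and 5, 5, and 3 of 6 arrays lay below every control. It was -0.70 at 25% (adjusted p = 0.0216) and -0.83 after x-rays (0.0733). None of the direct limma comparisons with x-rays passed the threshold (adjusted p = 0.998 at 5%, 0.572 at 15%, 0.831 at 25%, and 0.774 at 83%). Within the slide and scan session that held both groups, the change of Myc at 15% was 0.17. The array annotation places its probe on chromosome 15 of mm9 from 61821417 to 61821476. Mycn was well above background on 0 of 6 arrays in every group and was not tested.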

**Fig. 4:**
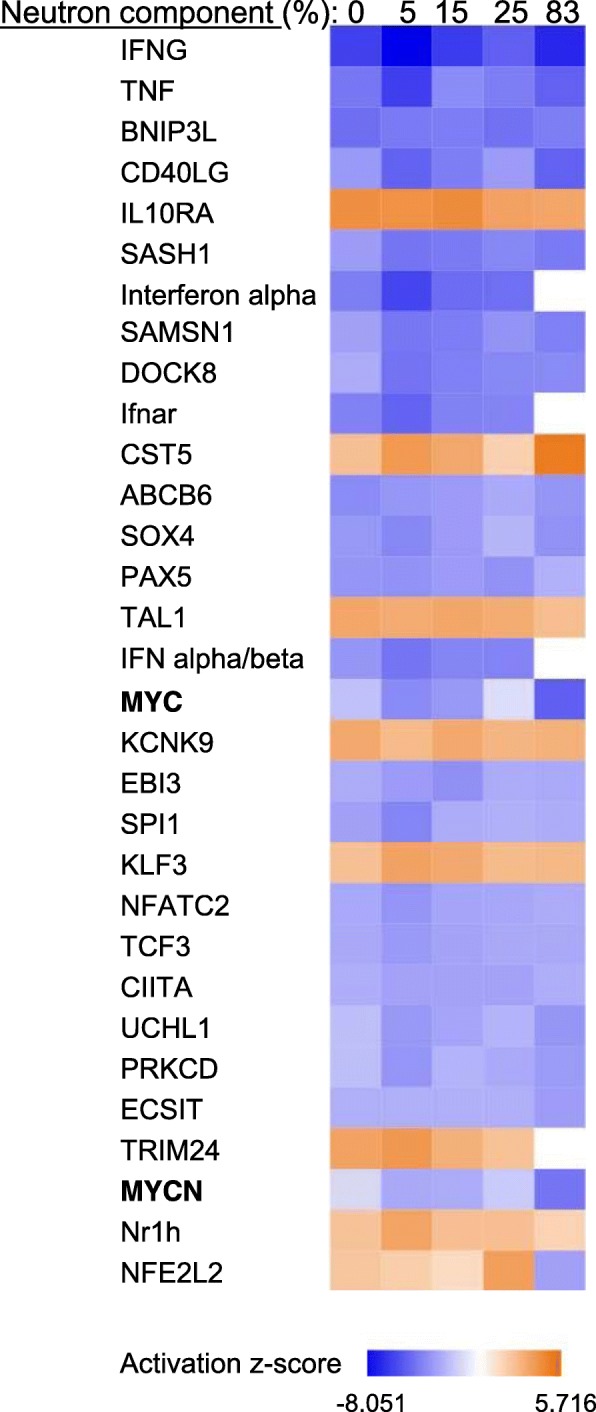
Potential upstream regulators of differentially expressed genes by neutron component using Ingenuity pathway upstream regulator. Top predicted upstream regulators (|z| > 2) are shown. *Blue* color represents negative z-scores; *orange* color represents positive z-scores as indicated in the color key. *c-Myc* and *Mycn* transcription factors are in bold

### Validation of microarray data

We confirmed the expression pattern of some of the differentially expressed genes derived from the DNA microarray experiment, by quantitative real-time PCR (Fig. 5). We chose genes that changed in all radiation exposures (*Crip2*, *Chst3*) or were specific to neutron radiation (*Add3*, *Eif3f*, *Rpl26*, *Rpl27*, *Rps17*, *Rps19*, *c-Myc*). 

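On the arrays, Crip2 had log2 fold-changes of 2.91 ± 0.22 (standard error, n = 6 against 6) after x-rays, 3.50 ± 0.25, 3.72 ± 0.31, and 3.19 ± 0.26 in the 5, 15, and 25% mixed fields, and 2.15 ± 0.18 at 83%. Chst3 had log2 fold-changes of -5.34 ± 0.32, -5.82 ± 0.26, -6.28 ± 0.46, -5.56 ± 0.24, and -1.64 ± 0.20, and it was well above background on 2 of 6 arrays at 15%. All 6 arrays of each exposure lay beyond every control for both genes (exact two-sided permutation test, p = 0.00216). Add3 changed by -1.24, -1.36, -1.25, and -0.81 in the neutron-containing exposures (adjusted p = 0.000787, 0.000879, 0.000243, and 0.00146). After x-rays it changed by -1.23, with an unadjusted p of 0.00285 and an adjusted p of 0.00745 in limma, and 5 of 6 arrays lay below every control. The direct comparisons of Add3 with x-rays had adjusted p of 0.995, 0.865, 0.976, and 0.364. Rpl26 changed by -0.043 after x-rays, -0.49, -0.56, and -0.38 in the mixed fields, and -0.82 at 83% (adjusted p = 0.00111). With the arrays scaled on their 75th percentile it was positive in all 5 exposures (0.35, 0.35, 0.78, 0.54, and 0.53), and its direct comparison of 83% with x-rays had an adjusted p of 0.0127. Rpl27 varied too little to pass the fold filter and changed by 0.12, 0.025, 0.10, 0.0099, and -0.094 (exact two-sided permutation test, p = 0.39, 0.898, 0.684, 0.976, and 0.574), but with quantile normalization it passed the threshold in the 4 neutron-containing exposures (-1, -1.25, -0.84, and -0.76).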

Analysis of gene expression of *Crip2*, *Chst3*, *Add3*, *Eif3f*, *Rpl26*, *Rpl27*, *Rps17*, *Rps19*, and *c-Myc* by qRT-PCR confirmed that these genes are regulated by irradiation. As mentioned above, differentially expressed genes showed a progressive increase in the fold-change that peaked at 15% neutron/photon. Thus, we validated *Crip2*, *Add3*, and *Chst3* by qPCR as representatives of upregulated (*Crip2*) and downregulated (*Add3*, *Chst3*) genes to demonstrate that pattern. 

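Crip2 and Add3 had their largest change on the arrays at 15%, and the rank of Chst3 is not settled, since its probe was well above background on 2 of 6 arrays at 15% (-6.28) and on 6 of 6 at 5% (-5.82). The direct comparisons with x-rays at 15% had adjusted p of 0.117 for Crip2 and 0.245 for Chst3, while that for Add3 was also above 0.05. Chst3 was less reduced at 83% than after x-rays by 3.70 on the log2 scale (adjusted p = 2.48e-05). For Crip2 the difference between 83% and x-rays was -0.77 (adjusted p = 0.00865), and it did not pass the limit on the unadjusted p. The array annotation places the probes for Crip2, Chst3, and Add3 on chromosomes 12, 10, and 19 of mm9, starting at 114383655, 59644506, and 53321309.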

The rest of the qPCR-validated genes belong to the “EIF2 signaling” canonical pathway. The fold-change of these genes in response to radiation was in good agreement with the fold-change calculated by the microarray experiment (Additional file 8 Figure S2). The only exception was the expression of *c-Myc* in the 25% neutron samples that appeared to be downregulated by qPCR analysis, whereas DNA microarray analysis showed no significant downregulation.

**Fig. 5:**
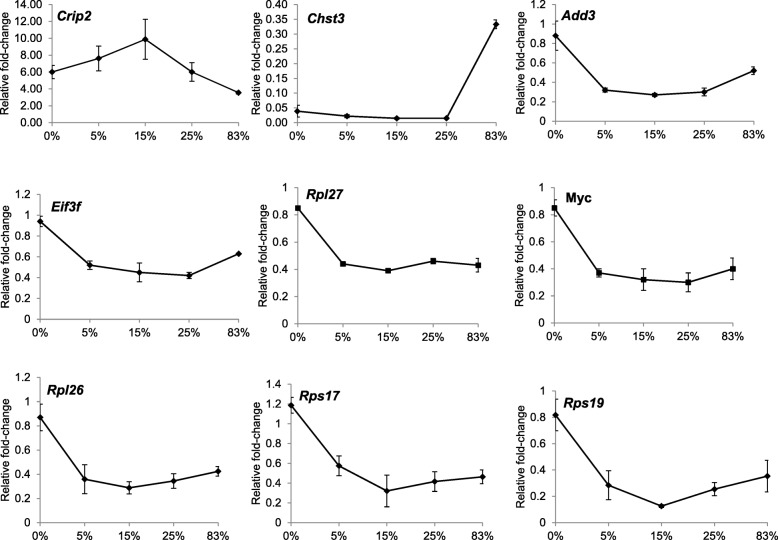
Gene expression measured by qRT-PCR. Expression of nine genes (*Crip2*, *Chst3*, *Add3*, *Eif3f*, *Rpl26*, *Rpl27*, *Rps17*, *Rps19*, and c*-Myc*) shown by microarray analysis to be differentially expressed relative to controls and normalized to *Actb* expression. Data represent the mean ± S.E.M. (*n* = 3)

## Discussion

Previously, we described the transcriptomic profile in blood from mice exposed separately to neutron or x-ray radiation and showed that neutron radiation generates a gene expression profile that is mostly distinct from that of x-ray radiation [11]. These results suggested that differences in gene signatures between x-ray and neutron exposures could potentially be exploited for the purpose of radiation biodosimetry. However, in a real-life situation, the detonation of an IND is expected to produce a mixture of x-rays and neutrons. Although the fraction of neutrons in such a situation is not expected to exceed 25–30% [25], its biological and medical impact is predicted to be substantial due to the fact that neutron radiation has high relative biological effectiveness. Therefore, in this study, we examined the gene expression profile in mouse blood exposed to mixed field neutron/x-ray radiation. Gene expression profiles in mice exposed to 3 Gy x-rays or 0.75 Gy neutrons were similar to our previous study [11]. Genes, including *Ccna2*, *Ube2c*, and *Fzr1* that had previously been found to be upregulated at day 7 post-irradiation were also upregulated in the current study, thus confirming the reproducibility of our results. Likewise, In agreement with our current results, biological processes related to protein translation and DNA/RNA metabolism were also identified in our previous study following 83% neutron, but not pure x-ray exposure [11]. In particular, “Translation” (GO:0006412; *p* value 4.55E-11) and related pathways (GO:0006418; *p* = 0.026 and GO:0051084; *p* = 0.022) were significantly enriched in 83% neutrons but not in x-rays at day 7 post-irradiation. Furthermore, DNA/RNA metabolism processes, including tRNA processes, were identified predominantly in the 83% neutron exposures as well. For example, GO:0006399 (tRNA metabolism) was found significantly enriched among downregulated genes exposed to neutrons in both the previous (*p* = 1.37E-06), as well as the current study (*p* = 1.43E-08).

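In direct limma comparisons with the x-ray arrays, 0 genes differed at 5%, 617 at 15% (243 higher and 374 lower), 394 at 25% (113 and 281), and 1943 at 83% (981 and 962). At an unadjusted p below 0.05 these comparisons gave 3508, 4245, 4429, and 6042 genes. With a block for the slide or the scan session, which rests on 1 array of each group, the comparison at 15% gave 0 genes, and the 83% exposure could not be compared with x-rays within a session. Single arrays moved these counts, with 1400 genes at 15% without 15% replicate 3 and 323 without x-ray replicate 3. At 25% the count was 0 without x-ray replicate 2, 770 without 25% replicate 5, and 1314 with the replicate number as a block.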

The overall number of differentially expressed genes in the mixed-field exposure was increasing with the percentage of the neutron component (Table 2). In contrast, the number of genes responding to the 25% neutron/x-ray exposure was significantly lower than the other percentages, possibly reflecting increased cell death. Indeed, in response to radiation, the number of white blood cell count is reduced considerably more in the 25% neutron/photon exposure than in the other exposures. However, to conclusively determine whether the 25% neutron/photon exposure causes the most severe effect on cell and organismal survival compared with the other exposures, future studies should focus on long term time-course survival experiments.

Mice exposed to mixed field irradiation with neutrons contributing 5, 15%, or 25% of the total exposure dose, as well as mice exposed to 83% neutrons (the highest achievable percent generated by our neutron source) identified 376 uniquely differentially expressed genes that were not shared with mice exposed to pure x-rays. However, the fold-change of these neutron-specific genes was not dependent on the percent of the neutron component.

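For the 399 genes differentially expressed in the 4 neutron-containing exposures and not after x-rays, the fold-change was largest at 15% for 308 genes, at 83% for 40, at 5% for 37, and at 25% for 14. The size of the fold-change rose with every step of the percentage for 4 of the 399 genes (1%). The order of the 4 exposures by chance would give 4.17%.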

The spectrum of biological functions and pathways within our differentially expressed genes was analyzed by using both IPA and PANTHER gene ontology analysis tools. PANTHER analysis showed that ubiquitin metabolism-related biological processes are commonly overrepresented among upregulated genes in all radiation exposures. In addition, we identified pathways related to amino acid and fatty acid oxidation to be among the significantly underrepresented pathways in the 83% neutron exposure. This finding is in agreement with recently published metabolomics data that compared x-rays to neutron radiation and found that neutrons induced a severe metabolic dysregulation, with perturbations predominantly in amino acid metabolism and fatty acid β-oxidation [26].

IPA (*p* < 0.001) and PANTHER (*p* < 0.005) analyses revealed that neutron exposure significantly suppressed processes involved in the protein translation machinery. “EIF2 signaling”, and the related pathways “mTOR signaling” and “regulation of eIF4 and p70S6K signaling” were among the top 10 significantly underrepresented canonical pathways in exposures that contained a neutron component. These processes are known to control protein synthesis by regulating mRNA translation, ribosome biogenesis, and tRNA loading [27]. mRNA translation is divided into four phases: initiation, elongation, termination, and recycling [28]. Initiation, the rate-limiting step of translation, is regulated by signaling pathways such as mTOR and p70S6K that converge on the control of eukaryotic initiation factors. Reduced translation driven by impaired ternary complex formation (eIF2, GTP, Methionine-tRNA) is encountered in conditions of specific cellular stress, that is, viral infection, amino acid deprivation, and unfolded protein response. Examining the list of differentially expressed genes in this category, we noted that most of the genes were eukaryotic initiation factors, whereas elongation or termination factors were not particularly enriched.

The most prominent distinguishing feature between x-ray and neutron exposures was the downregulation of a large number of genes that code for ribosomal proteins, including a majority of those encoding both the large (*Rpl*) and small (*Rps*) subunits, in the neutron exposures. 

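The RP genes are among the brightest on the array, where the exposed arrays had higher values after median centring. Among the brightest 1% of genes, the median log2 fold-change of 140 genes other than RP genes, with the background filter alone, was 0.79 after x-rays, 0.59, 0.88, and 0.46 in the 5, 15, and 25% mixed fields, and 0.91 at 83%, against 0.45, 0.35, 0.76, 0.34, and 0.40 for 33 RP genes. In an alternative chosen after the data had been seen, each RP gene was compared with the 50 genes nearest to it in brightness. Relative to these genes, the RP genes differed from the controls by a mean of -0.41 ± 0.24 (SD, n = 6) after x-rays, -0.21 ± 0.099 at 5%, -0.21 ± 0.10 at 15%, -0.17 ± 0.11 at 25%, and -0.42 ± 0.037 at 83% (exact two-sided permutation tests, Benjamini-Hochberg adjusted p = 0.00433 for each). All 6 arrays lay below every control after x-rays and at 83%, and 5 of 6 in each mixed field. The neutron-containing exposures differed from x-rays on this measure by 0.20, 0.20, 0.24, and -0.0062 (exact two-sided permutation p = 0.0606, 0.0649, 0.039, and 0.963, with a smallest adjusted p of 0.0865). With the arrays centred on their median, the RP genes differed directly from x-rays by a median of 0.050 at 5%, 0.35 at 15%, 0.074 at 25%, and -0.018 at 83% (camera adjusted p = 0.838, 0.584, 0.969, and 0.645, and fry 0.963, 0.82, 0.963, and 0.955). With quantile normalization the direct differences were -0.41, -0.57, -0.27, and -0.31, of which those at 15 and 83% had a camera adjusted p below 0.05, and in the deposited expression table they were -0.54, -0.79, -0.32, and -0.48, with 5, 15, and 83% below 0.05. A block for the slide or the scan session turned the direct difference to -0.82 at 5% and -0.73 at 15%, values that rest on 1 array of each group, and normexp background correction gave -1.15 and 1.01. The paper names the downregulation of many RP genes as the main feature that sets neutron apart from x-ray exposures.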

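At 5%, Rpl18, Rps18, Rps3a1 (log2 fold-change -1), and Rps6 (-0.97) were among the 5 downregulated RP genes with the arrays centred on their median. These genes were chosen after their values were seen. At 15%, Rpl12 (-1.02) and Rpl30 (-1.01) were downregulated in addition, with Rps3a1 at -1.25 and Rps6 at -1.30. At 83%, Rpl30 (-0.86), Rpl36al (-0.89), Rps3 (-1.06), Rps3a1 (-1.03), and Rps6 (-1.42) were among the 11 genes. The count at 5% was 2 without control replicate 2 and 5 at most with each array left out in turn.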

Interestingly, a group of 15 *RP* genes was first detected downregulated at the 5% exposure, which was the lowest percentage in the mixed field exposure. Ribosomal proteins have traditionally been considered as essential but passive participants of protein synthesis. However, changes in *RP* transcript levels have been observed among different cell and tissue types [29, 30]. Furthermore, loss-of-function mutations of several ribosomal proteins lead to inherited diseases and increased tumor formation, as well as to a number of specific human disorders called ribosomopathies. Ribosomopathies are characterized by defective ribosomal function or production and include the Shwachman-Diamond syndrome, chromosome 5q-deletion syndrome, and the Diamond-Blackfan syndrome [31, 32]. These diseases initially present clinical features that can be attributed to cell proliferation defects and, depending on the affected tissue, include bone marrow failure, craniofacial malformations, bacterial infections, and mental and motor defects [31]. Intriguingly, some of these syndromes have also been associated with higher incidence of cancer later in life. In particular, Diamond-Blackfan anemia (DBA) is an autosomal dominant disorder with symptoms that include macrocytic anemia, growth retardation, craniofacial and thumb malformations, anomalies of the heart and genitourinary system, and a predisposition to develop AML (acute myeloid leukemia), as well as solid tumors [31, 33]. DBA is associated in many cases with loss-of-function of *RP* genes (Table 4). The most frequently mutated gene in DBA, which represents 25% of the cases, is that encoding *RPS19* [33]. A mouse model for DBA that contains a loss-of-function point mutation in the *Rps19* gene has been demonstrated to have a dominant negative effect [34] and, importantly, mice with *Rps19* deficiency develop bone marrow failure and symptoms like patients with Diamond-Blackfan anemia [35]. 

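On the arrays, Rps19 changed by 0.15 on the log2 scale after x-rays, -0.41, -0.68, and -0.33 in the 5, 15, and 25% mixed fields, and -0.93 at 83% (limma, adjusted p = 0.533, 0.206, 0.0169, 0.349, and 0.000601). Only 83% passed the threshold, with 6 of 6 arrays below every control. Set directly against x-rays, the differences were -0.56, -0.83, -0.48, and -1.08 (adjusted p = 0.235, 0.0389, 0.269, and 0.0012), and 83% passed. With quantile normalization the change after x-rays turned negative (-0.32), and 15% (-1.33) and 83% (-1.21) passed the threshold. In the deposited expression table 5% (-1.03), 15% (-1.46), and 83% (-1.40) passed. The array annotation places the probe on chromosome 18 of mm9, and whether the probe measures this gene alone was not tested.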

Interestingly, *Rps19* is one of the *RP* genes downregulated in the neutron or mixed neutron/photon, but not x-ray, exposed mice. 

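The probe for Rps28 varied too little among the arrays to pass the fold filter. It changed by 0.46 after x-rays, 0.11, 0.27, and 0.15 in the 5, 15, and 25% mixed fields, and -0.050 at 83% on the log2 scale (exact two-sided permutation test, p = 0.013, 0.675, 0.301, 0.695, and 0.719). With quantile normalization the sign turned in x-rays and the mixed fields, and the changes were -0.36, -0.71, -0.80, -0.61, and -0.76.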

Another gene downregulated specifically in irradiation exposures that contain a neutron fraction is *Rps28*. Human *RPS28* is mutated in DBA [36] and a decrease in translation of *Rps28* mRNA blocks pre-18S ribosomal RNA processing, resulting in a reduction in the number of 40S ribosomal subunits [37]. 

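Rpl19 changed by 0.40 after x-rays, -0.33, -0.56, and -0.23 in the 5, 15, and 25% mixed fields, and -0.36 at 83%, and passed the threshold in no exposure with the arrays centred on their median. Compared directly with x-rays in limma it differed by -0.73, -0.96, -0.63, and -0.76 (adjusted p = 0.155, 0.0275, 0.166, and 0.00838), and none of these passed the limit on the unadjusted p. With quantile normalization it changed by -0.30 after x-rays and by -1.03, -1.42, -0.91, and -0.86 in the neutron-containing exposures, where it passed the threshold in all 4.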

*Rpl19,* a gene that is also preferentially downregulated after mixed field irradiation, is an evolutionarily conserved gene. *RPL19* knockdown reduces growth of human prostate cancer cells both in vitro and as xenografts [38]. Furthermore, RPL19 has been proposed to be a sensitive predictor of prostate cancer progression [38, 39]. 

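On the arrays, Rpsa changed by 0.61 after x-rays, 0.86, 1.07, and 0.81 in the 5, 15, and 25% mixed fields, and -0.12 at 83% on the log2 scale, and none of these passed the threshold in limma. At 83% this was a 1.09-fold decrease, which turned to a rise (0.15) with the arrays scaled on their 75th percentile, and 3 other probes for this gene changed by between -1.03 and -0.54. With quantile normalization Rpsa changed by -1.38 at 83% and passed the threshold, as it did in the deposited expression table (-1.51). The direct comparison of 83% with x-rays had a difference of -0.73 and an adjusted p of 0.0365.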

Among the neutron-regulated *RP* genes, *Rpsa* gene is the only that is differentially downregulated (~ 3-fold) in 83% neutron, but not lower percentages neutron or pure x-ray exposures. *Rpsa* mutation causes severe bacterial infections [40] and the protein can also act as a nonintegrin cell-surface receptor with high affinity for laminin with a key role in tumor invasion and metastasis [41]. Finally, *Rps25* was the only ribosomal gene that was differentially expressed by x-rays but not neutron exposure. 

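Compared directly with x-rays in limma, Rps25 differed by -0.45 at 5%, -0.66 at 15%, -0.47 at 25%, and -1.19 at 83% (adjusted p = 0.261, 0.167, 0.311, and 0.000731), and only 83% passed the threshold. Without the fold filter the brightest probe of the gene is another one, and the difference at 83% was 0.51. With the arrays centred on their median, Rpl29 and Rpl7 were the RP genes upregulated after x-rays and differentially expressed in no neutron-containing exposure, and Rpl7 was singled out after its values were seen.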

*Rps25* expression is strongly suppressed in rat liver regeneration after partial hepatectomy, suggesting that it may have a role in liver growth [42].

Gene expression profiles of bone marrow mononuclear cells from patients with Shwachman-Diamond syndrome revealed significant downregulation of RP genes, including *RPS9*, *RPS20*, *RPL6*, *RPL15*, *RPL23*, and *RPL29*, or upregulation of RPS27 [43]. However, none of these genes are differentially expressed in response to radiation in our study. Likewise, *Rps14* loss-of-function that causes the 5q syndrome [43] was not among the differentially expressed genes.

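On the arrays, Rpl29 was upregulated after x-rays (log2 fold-change 0.80, adjusted p = 0.00228) and Rps27 downregulated (-1.15, adjusted p = 0.00109). Rpl23 was upregulated at 15% (1.47, adjusted p = 0.00336) and at 83% (0.81, adjusted p = 0.000941), where it turned negative with quantile normalization (-0.10), and 2 other probes for it changed by -0.30 and -0.064 at 83%. Rps20, Rpl6, and Rpl15 passed the threshold in no exposure with the arrays centred on their median. Rps9 varied too little to pass the fold filter and changed by 0.46 after x-rays, -0.14, -0.071, and -0.19 in the mixed fields, and 0.11 at 83% (exact two-sided permutation test, p = 0.00216, 0.591, 0.675, 0.489, and 0.368).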

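Rps14 changed by 0.64 after x-rays, 0.54, 0.87, and 0.51 in the 5, 15, and 25% mixed fields, and 0.88 at 83%, where it passed the threshold (limma, adjusted p = 0.000132, 6 of 6 arrays above every control). The change at 83% was -0.43 with quantile normalization.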

Further analysis identified enrichment in tRNA-related biological processes that included a number of aminoacyl-tRNA ligase activities (valine, threonine, arginine tRNA ligases). 

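Set directly against x-rays, the ligase genes had a median difference of 0.54 at 5%, 0.25 at 15%, 0.42 at 25%, and 0.080 at 83% (camera adjusted p = 0.0101, 0.342, 0.0738, and 0.927, and fry 0.635, 0.814, 0.646, and 0.963), and with quantile normalization the median at 83% was 0.051. Between 83% and 25% the median difference was -0.33 (camera adjusted p = 0.0169, fry 0.223). Normexp background correction turned the direct medians at 5 and 83% to -0.18 and -0.23. Scaling on the 75th percentile turned those at 15 and 83% to -0.035 and -0.045, and spike-in centring turned that at 5% to -0.0080. Over all alternatives, the direct median was negative in 2 of 29 at 5%, 6 of 29 at 15%, 0 of 28 at 25%, and 7 of 28 at 83%. The lowest values were -0.11 at 15% and -0.92 at 83%.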

Aminoacyl-tRNA ligases are responsible for charging amino acids to cognate tRNA molecules, which is the essential first step of protein translation. Mutations in genes encoding aminoacyl-tRNA ligase enzymes have been implicated in a broad array of human inherited diseases. The vast majority of these mutations show loss-of-function effects and impair protein translation [44].

In addition, tRNA methyltransferase activities were underrepresented in the 83% neutron exposure, as well. tRNAs molecules undergo extensive post-transcriptional processing to generate the mature functional tRNA species that are essential for translation in all organisms. Among these modifications, methylation reactions are the most abundant. 

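The methyltransferase genes lay above x-rays by a median of 0.46 at 5%, 0.48 at 15%, 0.54 at 25%, and 0.57 at 83% (camera adjusted p = 0.025, 0.0814, 0.024, and 0.025), and none of these had a fry adjusted p below 0.05 (0.638, 0.638, 0.488, and 0.398). The direction was negative at 83% with spike-in centring (-0.34), which was chosen after the data had been seen.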

RNA methyltransferases are a diverse group of post-transcriptional RNA modification enzymes responsible for the transfer of a methyl group from a methyl donor, most commonly S adenosylmethionine, to any of several different locations on a target RNA nucleotide. Mutations in tRNA methyltransferases have been increasingly associated with human disease [45].

We also inferred the key regulators responsible for transcriptional changes in neutron versus x-ray exposures. Among the most highly represented upstream regulators were *c-Myc* and *Mycn*. The c-Myc family of transcription factors includes three highly conserved genes, *c-Myc*, *Mycn*, and *Mycl1*. c-Myc has an evolutionarily conserved role in the control of cell size and protein synthesis [46] and regulates the transcription of a multitude of genes, including those involved in proliferation, growth, differentiation, and ribosome biogenesis [47]. Unrestrained increases in global protein synthesis can lead to tumorigenesis [48]. 

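The unadjusted p of Myc against the controls in limma was 0.0462 after x-rays, 0.00746 at 5%, 0.000844 at 15%, 0.00826 at 25%, and 0.00404 at 83%. At 83% the change passed the full threshold in the deposited expression table (-0.72). At 15% Myc passed the threshold in 11 of 30 settings, but not with quantile normalization (-1.04) or in the deposited table (-1.29).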

An examination of the differentially expressed genes revealed that *c-Myc* itself was downregulated in the 83% (*p* < 0.001), 15% (*p* < 0.005), and 5% (p < 0.005) neutron or neutron/x-ray exposures, but not in 25% or pure x-ray exposures, even when examined at the lower *p*-value. In contrast, qPCR analysis revealed that *c-Myc* is downregulated in all neutron-exposed samples. These observations reveal that *c-Myc* is significantly affected by neutron irradiation. Future genome wide analysis should aid in elucidating the mechanistic connection between *c-Myc* levels and high-LET (linear energy transfer) irradiation.

In this report we present for the first time the gene expression profiling in mouse blood exposed to mixed-filed neutron/x-ray irradiation. We have identified gene expression changes that suggest neutron exposure has a marked effect on ribosome biogenesis and mRNA translation. Furthermore, we show that a number of *RP* genes frequently defective in Blackfan-Diamond syndrome anemia are downregulated in response to neutron or mixed field irradiation, but not pure x-rays. Gene ontology and pathway analysis revealed that protein ubiquitylation pathways are enriched among upregulated genes in all radiation exposures, whereas EIF2 signaling and related pathways are enriched predominantly after neutron or mixed field irradiation. The finding that genes involved in protein synthesis are downregulated may reflect the fact that during stress, cells reduce the rate of protein synthesis, an energy-demanding process, so that they may better cope with the damage. As neutrons are known to cause greater damage in cells than a comparable dose of photons, it is, perhaps, not surprising that we find processes involved in mRNA translation to be underrepresented. We hypothesize that the downregulation of *RP* genes specifically in the neutron exposures reflects the detrimental effect of neutron exposure to bone marrow. In line with this interpretation, Cary et al. [12] have shown a decline in bone marrow cellularity 7 days after exposure to mixed field radiation.

Furthermore, our results provide insight into the potential usefulness of neutron radiation in the treatment of cancer. Accumulating evidence suggests a regulatory function for ribosomes in gene expression [49]. Dysregulation of protein synthesis by altering ribosome function impairs hematopoietic stem cell function [50] and mediates cancer or chemotherapeutic cancer resistance. Similar to the data presented here it was recently shown that some chemotherapeutic agents, exemplified by oxaliplatin, act as anti-cancer drugs not by inducing the DNA damage response pathway, but rather by inducing ribosome biogenesis stress [51]. In support of this finding, a proteomic profiling revealed that numerous ribosomal proteins are dysregulated in response to oxaliplatin treatment in T-lymphoblastic leukemia-derived cancer cells [52].

In the future, we plan studies to determine the impact of neutron and mixed field exposures on animal health and survival in comparison with animals exposed to photons. Furthermore, we intend to perform mechanistic studies to assess the genetic and phenotypic consequences of RP gene downregulation after neutron irradiation. We anticipate that the preferential downregulation of certain RP genes after irradiation containing a neutron component will change the balance in ribosomal protein composition and this may have an impact on the selectivity of translating subsets of mRNAs involved in specific biological processes as has been observed before [53]. Gene expression profiling using polysome-bound mRNA followed by microarray analysis can aid in identifying mRNA transcripts differentially expressed in mice specifically exposed to neutron or mixed neutron/x-ray irradiation. We will gain further insight by focusing on the bone marrow mononuclear cells and hematopoietic stem cells, two cellular compartments that are the targets of RP gene defects that impair their function [46, 47].

## Conclusions

Our data provide evidence that biological processes related to mRNA translation are significantly underrepresented following neutron exposure, even at the smallest neutron percentage (5%). In addition, tRNA processes are also downregulated in the 83% neutron exposure. Among the differentially expressed genes, neutron exposure results in the downregulation of multiple ribosomal protein genes. In humans, loss of function of many *RP* genes and ribosome dysfunction has been associated with bone-marrow failure syndromes. In fact, many of the *RP* genes mutated in Diamond-Blackfan syndrome are the same as the *RP* genes downregulated after exposure to neutron irradiation. The observation that these genes are downregulated by even a 5% neutron component in a mixed-field radiation exposure attests to the established fact that neutrons are able to cause much more severe DNA damage compared to photons [54]. It is therefore important for emergency planners to be able to detect the neutron component in the case of a detonation of an IND.

## Additional files

Additional file 1: Excel file with 5 tabs containing a summary of differentially expressed genes by radiation type.

Additional file 2: Excel file with complete output of IPA canonical pathways. The “EIF2 Signaling” pathway and the related “mTOR Signaling”, “Regulation of eIF4 and p70S6K Signaling”, and “p70S6K Signaling” pathways are highlighted in red. The most statistically significant canonical pathways (Benjamini-corrected *p* value < 0.05) are listed according to the negative log of the p value.

Additional file 3: **Figure S1.** Ingenuity Pathway Analysis (IPA) on EIF2-related differentially expressed genes by applying a fold-change cutoff 2 vs. 1.5 plotted according their *p*-value (−log). Dotted vertical line corresponds to a p value of 0.05.

Additional file 4: Excel file with complete output of PANTHER biological processes. Benjamini-corrected *p* values are shown.

Additional file 5: List of differentially expressed genes included in the “EIF2 signaling” canonical pathway identified by IPA core analysis. Differentially expressed genes specific to neutron radiation are depicted in *red*. Genes unique to x-ray exposure are depicted in *green*.

Additional file 6: **Table S1.** Protein ubiquitination processes identified by PANTHER analysis. Benjamini-corrected p values are shown.

Additional file 7: IPA-predicted upstream regulators of gene expression. Benjamini-corrected p values are shown. Top predicted upstream regulators (|z| > 2) are shown.

Additional file 8: **Figure S2.** Comparison of fold-change of *Crip2*, *Chst3*, *Add3*, *Eif3f*, *Rpl26*, *Rpl27*, *Rps17*, *Rps19*, and c*-Myc* by qPCR and DNA microarray.

## Abbreviations

DBA: Diamond-Blackfan Anemia
FDR: False Discovery Rate
IND: Improvised Nuclear Device
IPA: Ingenuity Pathway Analysis
PANTHER: Protein ANalysis THrough Evolutionary Relationships
qRT-PCR: quantitative Real-Time Polymerase Chain Reaction
RBE: Relative Biological Effectiveness
RP: Ribosomal Protein

# Supplementary material for: Identification of differentially expressed genes and pathways in mice exposed to mixed field neutron/photon radiation
**Source:** BMC Genomics. 2018 Jun 28;19:504. doi: 10.1186/s12864-018-4884-6
**Supplement:** Supplementary file 6 — Table S1. Protein ubiquitination processes identified by PANTHER analysis. Benjamini-corrected p values are shown.

**Table S1**

Protein ubiquitination pathways upregulated in response to radiation exposure as identified by PANTHER analysis ( $p < 0.005$ ).

| Term                                                                                                                             | 0%       | 5%       | 15%      | 25%      | 83%      |
|----------------------------------------------------------------------------------------------------------------------------------|----------|----------|----------|----------|----------|
| ubiquitin protein ligase activity (GO:0061630)                                                                                   | 4.67E-10 | 7.01E-06 | 2.55E-08 | 3.73E-07 | 1.58E-09 |
| ubiquitin-like protein ligase activity (GO:0061659)                                                                              | 7.67E-10 | 9.53E-06 | 3.99E-08 | 5.41E-07 | 2.55E-09 |
| ubiquitin-like protein transferase activity (GO:0019787)                                                                         | 2.11E-09 | 7.75E-04 | 4.67E-06 | 1.76E-05 | 3.74E-10 |
| ubiquitin-protein transferase activity (GO:0004842)                                                                              | 7.57E-09 |          | 6.63E-06 | 3.05E-05 | 1.37E-09 |
| ubiquitin protein ligase binding (GO:0031625)                                                                                    | 9.33E-08 | 6.78E-06 | 6.62E-06 | 5.15E-06 | 3.50E-06 |
| ubiquitin-like protein ligase binding (GO:0044389)                                                                               | 2.84E-07 | 2.58E-06 | 6.66E-07 | 8.97E-07 | 1.73E-06 |
| ubiquitin binding (GO:0043130)                                                                                                   | 7.91E-07 | 1.92E-05 | 1.86E-06 | 1.43E-05 | 7.55E-04 |
| ubiquitin-like protein binding (GO:0032182)                                                                                      | 1.45E-06 | 6.36E-05 | 1.32E-05 | 1.54E-05 | 7.44E-04 |
| polyubiquitin modification-dependent protein binding (GO:0031593)                                                                | 1.79E-06 | 6.54E-07 | 1.75E-05 | 2.23E-06 |          |
| ubiquitin conjugating enzyme activity (GO:0061631)                                                                               | 4.94E-06 |          | 2.53E-04 | 1.64E-03 | 5.05E-06 |
| ubiquitin-like protein conjugating enzyme activity (GO:0061650)                                                                  | 6.58E-06 |          | 3.16E-04 | 1.95E-03 | 6.72E-06 |
| thiol-dependent ubiquitinyl hydrolase activity (GO:0036459)                                                                      | 2.21E-04 | 1.84E-03 |          |          |          |
| ubiquitinyl hydrolase activity (GO:0101005)                                                                                      | 2.21E-04 | 1.84E-03 |          | 1.16E-02 | 1.21E-02 |
| ubiquitin-like protein-specific protease activity (GO:0019783)                                                                   |          |          | 8.88E-03 | 1.09E-02 | 2.73E-02 |
| ubiquitin-like protein conjugating enzyme binding (GO:0044390)                                                                   | 4.70E-03 |          | 2.11E-02 |          | 1.30E-03 |
| deubiquitinase activator activity (GO:0035800)                                                                                   | 6.49E-03 |          |          |          |          |
| ubiquitin conjugating enzyme binding (GO:0031624)                                                                                | 7.28E-03 |          | 3.19E-02 |          |          |
| ubiquitin-specific protease binding (GO:1990381)                                                                                 | 1.59E-02 | 3.95E-02 | 3.81E-03 | 1.03E-02 |          |
| K63-linked polyubiquitin modification-dependent protein binding (GO:0070530)                                                     | 4.34E-02 | 2.03E-02 |          | 2.90E-02 |          |
| K48-linked polyubiquitin modification-dependent protein binding (GO:0036435)                                                     |          | 4.49E-03 | 1.04E-02 | 6.11E-03 |          |
| ubiquinol-cytochrome-c reductase activity (GO:0008121)                                                                           |          | 4.49E-03 |          | 6.11E-03 |          |
| ubiquitin-like protein-specific protease activity (GO:0019783)                                                                   |          | 4.74E-03 |          |          |          |
| ubiquitin-specific protease activity involved in negative regulation of ERAD pathway (GO:1904455)                                |          | 4.54E-02 |          |          |          |
| ubiquitin-specific protease activity involved in negative regulation of retrograde protein transport, ER to cytosol (GO:1904265) |          | 4.54E-02 |          |          |          |
| ubiquitin modification-dependent histone binding (GO:0061649)                                                                    |          |          | 1.58E-02 |          |          |
| ubiquitin protein ligase activity involved in ERAD pathway (GO:1904264)                                                          |          |          | 2.63E-02 |          |          |
| ubiquitin activating enzyme activity (GO:0004839)                                                                                |          |          | 2.70E-02 |          |          |
| ubiquitin conjugating enzyme binding (GO:0031624)                                                                                |          |          |          |          | 4.59E-04 |
| ubiquitin-ubiquitin ligase activity (GO:0034450)                                                                                 |          |          |          |          | 2.87E-02 |

Significantly enriched biological processes among genes upregulated in mouse blood after x-ray, neutron, or mixed field x-ray/neutron treatment relative to unirradiated controls ( $p < 0.005$ ). Benjamini-corrected p values are shown.

How the deposited data were processed for this re-analysis (not part of the article)

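Gene expression was measured in the blood of 36 mice, 7 days after exposure, with 1 Agilent array per mouse and 6 mice in each of 6 groups. The groups were controls, x-rays, 5, 15, and 25% mixed field x-ray/neutron, and 83% neutron. For each array the authors deposited scanner intensities on a linear scale, which Agilent Feature Extraction, per the file headers, had corrected for background and spatial trends within the array, with a surrogate value for spots not significantly above background. The intensities were not normalized between arrays. The expression table that the authors deposited for the series holds log2 values, which as deposited were normalized and filtered to 14243 probes, the number of genes the paper gives. Its values coincide between arrays at each of 7 ranks among the spots above background of an array (median SD 0.00202, against 0.153 over all spots), the pattern that quantile normalization over those spots leaves, while the paper's methods name median normalization. Its lowest value is an intensity of 10, and it has 11359 empty cells and 27 control probes.

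The values were computed from the scanner intensities with R 4.3.3, limma 3.58.1, and data.table 1.17.8, and figures were drawn with Python 3.11.15, numpy 2.4.6, and matplotlib 3.10.9. Intensities were log2-transformed, spots of 1 probe were averaged without non-uniform spots, and each array was centred on its median. Probes had to be uniform and significantly above background on more than 75% of the arrays, and at least 20% of the arrays had to lie 1.5-fold or more from the probe's median. The brightest probe of a gene represented it. Gene names are those of the array annotation, and 11888 of the 15085 genes tested were found in a reference of mouse gene symbols. No deposited array or column was without a sample. Probes well above background numbered between 15581 and 21300 per array, and probes below background on 25% or more of the arrays were left out because their values are surrogates.

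Each exposure was compared with the controls, and each neutron-containing exposure with x-rays, using limma on the 12 arrays of the comparison. Comparisons of 15% with 5%, 15% with 25%, and 83% with 25% were added for the statements on percentage. Genes were taken as differentially expressed at p below 0.001 with a Benjamini-Hochberg adjusted p below 0.05, and p below 0.005 was used where the paper does so for a single gene. In tests on simulated data, 168 of 200 genes changed by 1.5 on the log2 scale were found (84%), with 8 false calls among 15085 genes.

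Gene lists were tested with camera (correlation between genes set at 0.01) and fry. Lists of ribosomal protein, Diamond-Blackfan, aminoacyl-tRNA ligase, tRNA methyltransferase, B-cell, T-cell, NK-cell, red-cell, neutrophil, neutrophil granule, monocyte, platelet, mitosis, interferon-stimulated, and p53 target genes were written by hand before the data were examined. Initiation factors were taken by symbol, ubiquitin genes by array description and symbol, and EIF2 signaling genes from Additional file 5. The p of the 90 list tests against controls and of the 72 against x-rays were adjusted within each family. Of 200 simulated lists of 60 unchanged genes, 0% had a camera p below 0.05 and 6.5% a fry p below 0.05. Single measures per array were compared by exact two-sided permutation tests.

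The genes named in the text are the mouse genes that the paper names as measured on the arrays, and for each exposure the 3 genes with the largest rise and the 3 with the largest fall among those differentially expressed and well above background on all 12 arrays. Of the 42 genes that the paper names, 33 were tested, 8 varied too little to pass the fold filter, and 1 was below background. Genes outside this rule are said to have been chosen after their values were seen.

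The following alternatives were tried. The arrays were scaled on their 75th percentile, on the median of probes well above background on all arrays, and by quantile normalization. Background was corrected with normexp (offset 50), intensities were floored at 10, the background filter was made stricter, the fold filter was left out, and the probes of a gene were averaged. The deposited expression table was tested as it is, with 14159 genes. A single model over 36 arrays, blocks for the replicate number, the slide (as a random effect where no slide held both groups), and the scan session, array weights, and a random variance t-test as in the paper's methods were fitted, the adjusted p was used alone, and each array was left out in turn. Added after the data had been seen were centring on each array's own probes above background, centring on the spike-ins, and 3 comparisons of the RP genes with the 50 genes nearest in brightness. Slides and scan sessions were numbered from the headers of the scanner files.

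Ingenuity and PANTHER were not rerun, and the qRT-PCR data were not analysed here. Additional file 1 was at hand only in part, so that no overlap with it was tested.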

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

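Of the tests in this part, those on the wider spread of intensities, the spike-in slopes, the slide and scan session for 83% against x-rays, a mislabelled sample, and the blood cell lists were chosen only after the results had been seen.

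In each of 132 groups of 6 arrays, the gap between the highest or lowest array and its nearest neighbor was set against the range of the group, and 12 groups had an array past the 95% limit for 6 samples. Chance alone gives about 1 in 20 groups, so that several of these 12 arrays are as far out as chance allows. The probes well above background numbered 18995 on 83% replicate 1, a sample far from the others (16455 to 16972). On 5% replicate 3 the mean over the ligase genes was 0.77 against the controls, far from the others (-0.80 to -0.28). On x-ray replicate 1 the red-cell genes lay at 1.57, below the other x-ray arrays (2.16 to 2.42). The neutrophil genes lay at -0.15 on 25% replicate 4, below the others (0.33 to 0.59). The interferon-stimulated genes lay at 0.68 on 83% replicate 2, above the others (-0.051 to 0.13). The initiation factors lay at -1.02 on x-ray replicate 5, below the others (-0.32 to 0.050), and the ubiquitin genes at -0.045 on 15% replicate 3, below the others (0.21 to 0.36). For these 7 values no technical or biological explanation was tested. Of the 7 arrays, 15% replicate 3 was the only 15% array on its slide, and the design names no difference between the mice of a group.

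A further array, 25% replicate 5, stood apart from its group on 4 measures. Its 99th percentile lay 12.47 above its median on the log2 scale (others 11.27 to 11.51). Its scores over the RP genes (1.21, others -0.030 to 0.24), the Diamond-Blackfan genes (1.08, others -0.11 to 0.11), and the EIF2 genes (0.45, others -0.079 to 0.042) were far above the others. These 3 lists share genes, so that the scores are not independent of each other. A candidate explanation is the wider spread of intensities on this array, which raises bright genes after median centring. Relative to the 50 genes nearest in brightness, the RP genes of this array lay at -0.17, within the range of the other 25% arrays (-0.39 to -0.068), so that the high score was shared by genes of the same brightness. What widened the intensities of this array, in the RNA or in the hybridization, stays open. Without this array, the median of the RP genes at 25% was 0.25, and 4 RP genes were downregulated.

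The slope of the spike-in signals was 0.998 on 15% replicate 3, far from the other 15% arrays (1.10 to 1.13). This array is the only 15% array on the slide of the fourth scan session, and the slide and the array cannot be told apart. The 5% array of that slide had a slope of 1.0003, but the other 5% arrays (0.994 to 1.04) spanned that value too, so that the comparison leaves both open. Without 15% replicate 3, 1400 genes differed between 15% and x-rays, against 617 with it.

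The B-cell genes were less reduced at 83% than after x-rays, with a difference of 2.62 in median log2 fold-change between the 2 groups (camera adjusted p = 8.83e-11, fry 0.00106), and the arrays of the 2 groups did not overlap. The arrays of 83% and of x-rays were scanned in different sessions. The slide and scan session as the whole cause is contradicted by the 25% arrays, which shared the session with 83% and differed from 83% by 2.66 in the same direction. A mislabelled sample is contradicted by the scores of the single arrays, since the lowest 83% array lay at -1.449, above all arrays of the other exposures and below all controls. At the same neutron dose of 0.75 Gy, 25% and 83% differed by the 2.12 Gy of x-rays given at 25%. Their difference in the B-cell genes therefore goes with these added x-rays. Total dose and percentage of neutrons both follow from them and cannot be separated in this design. Against x-rays, 83% differed in neutron dose as well.

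Chst3 differed between 83% and x-rays by 3.70 on the log2 scale in limma, a difference between groups, and by 3.91 between 83% and 25% within 1 scan session. The session as the whole cause is therefore contradicted for Chst3. Its difference between 83% and 25% goes with the x-rays added at 25%, from which total dose and percentage of neutrons both follow. For Rps25 (-1.19), Rps19 (-1.08), Rpl35a (0.75), Rpl29 (-0.88), and Rps27 (1.02), which also differed between 83% and x-rays, the scan session and the exposure cannot be told apart. Within the session of 83% and 25% their differences had the same sign, at -0.72, -0.60, 0.27, -0.80, and 0.54, but all 5 were smaller and the 25% mice differed from the x-ray mice in neutron dose. Rps25 turned to 0.51 without the fold filter, where another probe of the gene is used. The sign also turned with normexp background correction for Rpl35a (-0.81) and Rps27 (-0.097), and with spike-in centring for Rpl35a (-0.96).

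Lists of genes for blood cells that the paper did not analyse gave a signal above the controls. The red-cell genes had medians of 2.63 after x-rays, 2.04, 2.31, and 2.01 in the 5, 15, and 25% mixed fields, and 1.71 at 83%, and 25 of them were tested. Camera gave adjusted p of 1.18e-13, 1.46e-12, 3.48e-14, 5.42e-13, and 1.74e-12, and fry 8.17e-07, 0.000278, 3.12e-06, 4.91e-05, and 1.9e-07. At 5% the median turned to -0.034 with normexp background correction, and at 83% to -0.23 with spike-in centring. The 9 neutrophil granule genes had medians of 1.50, 1.62, 1.72, 1.65, and 1.05 (camera adjusted p = 0.0226, 0.0247, 0.00852, 0.0125, and 0.035, and fry 0.0016, 0.00495, 0.00279, 0.00279, and 0.00174). With normexp background correction the granule genes turned to -0.046 at 5% and -0.18 at 83%, and with spike-in centring to -0.93 at 83%. The 16 platelet genes were higher at 15% (0.98) and 25% (0.96), with camera adjusted p of 0.000543 and 6.99e-06 and fry 0.019 and 0.00119. At 15% the platelet median turned to -0.38 with spike-in centring and to -0.0044 with a block for the slide or the scan session, which rests on 1 array of each group.

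Fewer lymphocytes in the blood would raise the genes of each other cell type alike. After x-rays the monocyte genes had a median of 0.030 and a highest value of 0.78, below the median of the red-cell genes. This argues against a loss of lymphocytes alone as the whole cause of the red-cell signal. It cannot decide on a loss that included monocytes, which would hold their genes down too. The paper reports a reduced white blood cell count after radiation, so that a wider loss of white cells stays open. The wider spread of intensities on the arrays of exposed mice would raise all genes of the same brightness. Relative to the 50 genes nearest in brightness, the red-cell genes were still higher by 1.70 or more in mean and the granule genes by 1 or more in the 5 exposures. This argues against the spread of intensities for these 2 lists. For the platelet genes the same measure was as low as 0.16 at 83%, where the list had not passed the threshold. At 15 and 25% it was 0.68 and 0.71 (exact two-sided permutation test, p = 0.026 and 0.00433, adjusted p = 0.0325 and 0.0059), and how much of the platelet signal is due to the spread of intensities cannot be told apart from a change in platelet transcripts, since the measure at x-rays, 5%, and 83% (0.42, 0.28, and 0.16) did not differ from the controls (exact two-sided permutation test, p = 0.203, 0.286, and 0.18). A change in the cells of the blood after irradiation may underlie the red-cell and granule signals, which remains a hypothesis because it was found and tested on the same arrays. The scan session stays open for 25 and 83%, which shared none with the controls.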

How the results depend on the processing

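Among the tests reported here, those with spike-in centring, with centring on each array's own probes above background, and with the 3 references of genes of the same brightness were chosen after the results had been seen, the third reference after the first 2. The other alternatives were set before the data were examined. For gene lists the threshold here is a camera adjusted p below 0.05, and fry was not run under the alternatives. In all, 600 results were recomputed under those of 22 alternatives that apply to them and with each of the 36 arrays left out in turn. Of the counts that answer a comparison, 737 of 913 values lay within 1.5-fold of the main count and 176 did not. Of the shares, 174 of 200 values stayed within the limit and 26 moved. The medians of the RP, B-cell, T-cell, and EIF2 lists against the controls, and of the RP genes against x-rays, kept their direction and their side of the threshold in 574 of 713 values. Of the others, 19 lost the threshold, 31 gained it, 22 reversed, and 67 were below the threshold in the main analysis and changed sign. For single genes, 9555 of 10713 values were the same or changed sign by less than the SD of the replicates, 267 lost the threshold, 309 gained it, 539 changed sign without having passed it, and 43 reversed. Among the other lists and list comparisons, 3253 of 3940 values were the same, 124 lost the threshold, 101 gained it, 438 changed sign without having passed it, and 24 reversed. The remaining counts, shares, and values were the same in 633 of 793, 148 of 156, and 205 of 314 cases.

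The medians of the B-cell genes were negative and past the threshold under each alternative that gave a value, with a range of -4.84 to -3.50 after x-rays, -5.20 to -3.58 at 5%, -5.35 to -2.93 at 15%, -4.80 to -3.45 at 25%, and -3.39 to -1.14 at 83%. Over the same alternatives, the T-cell genes were negative throughout, with a range of -1.86 to -0.66 after x-rays, -2.59 to -0.98 at 5%, -2.19 to -0.80 at 15%, -1.35 to -0.35 at 25%, and -2.43 to -0.17 at 83%. A floor of 10 for the intensities and the t-test of the paper's methods changed none of the results that answer a comparison. For the changes given in this part, the cause was not tested unless the construction of the alternative shows it.

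Scalings of the arrays move the values of all genes. The median log2 fold-change of all genes was 0.38, 0.18, 0.22, 0.061, and 0.17 (x-rays, 5, 15, 25, and 83%) with centring on probes well above background on all 36 arrays, and 0.034, -0.071, -0.018, -0.12, and -0.024 with quantile normalization. Normexp background correction gave -0.78, -1.21, -0.18, -0.56, and -1.19, and spike-in centring -1.21, -1.60, -1.44, -1.10, and -2.16. With centring on each array's own probes above background it was 0.036, -0.12, -0.12, -0.093, and -0.29. The values in this part are not corrected for these shifts.

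With scaling on the 75th percentile, the percentage of differentially expressed genes that were downregulated was 37.4 after x-rays, 46.3 at 15%, and 37.8 at 83%. With scaling on the 75th percentile, the downregulated RP genes numbered 3 at 5%, 2 at 15%, and 6 at 83%, and 6 were downregulated in at least 1 neutron-containing exposure and not past the threshold after x-rays. Under scaling on the 75th percentile, the RP genes had a median against the controls of 0.55 at 5% and 0.51 at 83%, now past the threshold at 5% and 83%. For the EIF2 genes it was 0.41 after x-rays, 0.26 at 5%, 0.60 at 15%, 0.28 at 25%, and 0.30 at 83%. Under scaling on the 75th percentile, the RP genes had a median against x-rays of -0.14 at 5%, -0.15 at 25%, and 0.091 at 83%. With scaling on the 75th percentile, the change against the controls reversed for Rpl26 (0.53 at 83%) and Rpl11 (0.23 at 83%).

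With quantile normalization, the downregulated RP genes numbered 21 after x-rays, 34 at 5%, 38 at 15%, 30 at 25%, and 40 at 83%, and 21 were downregulated in at least 1 neutron-containing exposure and not past the threshold after x-rays. Under quantile normalization, the RP median against the controls was -0.67 after x-rays, -1.05, -1.29, and -0.91 in the mixed fields, and -0.96 at 83%. In all 5 exposures this median was past the threshold, opposite in direction to the main value. For the EIF2 genes it was -0.61 after x-rays, -0.95 at 5%, -1.05 at 15%, -0.81 at 25%, and -0.70 at 83%, now past the threshold after x-rays, at 5%, 15%, 25%, and 83%. Under quantile normalization, the RP genes had a median against x-rays of -0.41 at 5%, -0.57 at 15%, -0.27 at 25%, and -0.31 at 83%, now past the threshold at 83% and past the threshold in the direction opposite to the main value at 15%. With quantile normalization, the change against the controls reversed for Rps24 (-0.47 at 83%), Rps15a (-0.76 at 83%), Rpl35 (-0.018 at 83%), Rps29 (-0.0078 after x-rays and -0.021 at 83%), Rpl23 (-0.10 at 83%), and Rps14 (-0.42 at 83%).

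In the deposited expression table, the percentage of differentially expressed genes that were downregulated was 75.9 at 5%, 69.8 at 15%, and 75.1 at 83%. In the deposited expression table, genes found in 1 exposure alone numbered 119 at 25%. In the deposited expression table, the downregulated RP genes numbered 22 after x-rays, 37 at 5%, 39 at 15%, 30 at 25%, and 44 at 83%, and 23 were downregulated in at least 1 neutron-containing exposure and not past the threshold after x-rays. The RP median against the controls there was -0.65 after x-rays, -1.14, -1.46, and -0.97 in the mixed fields, and -1.20 at 83%. In all 5 exposures this median was past the threshold, opposite in direction to the main value. For the EIF2 genes it was -0.73 after x-rays, -1 at 5%, -1.18 at 15%, -0.83 at 25%, and -0.90 at 83%, now past the threshold after x-rays, at 5%, 15%, 25%, and 83%. For the platelet genes it was -0.10 at 5%, opposite in sign to the main value. There, the RP genes had a median against x-rays of -0.54 at 5%, -0.79 at 15%, -0.32 at 25%, and -0.48 at 83%, now past the threshold at 83% and past the threshold in the direction opposite to the main value at 5% and 15%. Single genes whose change against the controls reversed were Rpl35a (-0.34 at 83%), Rps24 (-0.63 at 83%), and Rps15a (-0.90 at 83%).

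With centring on probes well above background on all 36 arrays, the percentage of differentially expressed genes that were downregulated was 44.4 after x-rays and 45.8 at 83%. With centring on probes well above background on all 36 arrays, the downregulated RP genes numbered 2 after x-rays and 3 at 5%. Under centring on probes well above background on all 36 arrays, the RP genes had a median against the controls of 0.29 at 83%, now past the threshold. For the EIF2 genes it was 0.26 after x-rays, 0.11 at 5%, 0.080 at 15%, and 0.067 at 25%. For the T-cell genes it was -0.50 at 83%, now past the threshold. Under centring on probes well above background on all 36 arrays, the RP genes had a median against x-rays of -0.27 at 5% and -0.31 at 25%.

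With normexp background correction, the differentially expressed genes numbered 389 after x-rays, 265 at 5%, 788 at 15%, 452 at 25%, and 357 at 83%. With normexp background correction, the percentage of differentially expressed genes that were downregulated was 92.8 after x-rays, 100 at 5%, 30.1 at 15%, 87.6 at 25%, and 99.2 at 83%. Under normexp background correction, 145 genes were shared by the 4 neutron-containing exposures and 9 of those shared were not differentially expressed after x-rays. Under normexp background correction, genes found in 1 exposure alone numbered 74 after x-rays, 5 at 5%, 495 at 15%, 58 at 25%, and 136 at 83%. With normexp background correction, the genes that differed from x-rays numbered 197 at 15%, 0 at 25%, and 1 at 83%, and 237 differed between 83% and 25%. With normexp background correction, the downregulated RP genes numbered 0 after x-rays, 0 at 5%, 0 at 15%, 0 at 25%, and 2 at 83%, and 2 were downregulated in at least 1 neutron-containing exposure and not past the threshold after x-rays. Under normexp background correction, the RP genes had a median against the controls of -0.74 after x-rays, -1.89 at 5%, -0.53 at 25%, and -1.67 at 83%, opposite in sign to the main value after x-rays and at 25%. For the T-cell genes it was -1.76 at 83%, now past the threshold. For the red-cell genes it was -0.034 at 5%, opposite in sign to the main value. For the neutrophil granule genes it was -0.046 at 5% and -0.18 at 83%, opposite in sign to the main value at 5% and 83%. For the platelet genes it was -0.29 after x-rays and -1.56 at 5%, opposite in sign to the main value after x-rays and at 5%. For the NK-cell genes it was -0.23 at 25%, opposite in sign to the main value. Under normexp background correction, the RP genes had a median against x-rays of -1.15 at 5% and 1.01 at 15%, now past the threshold at 15% and past the threshold in the direction opposite to the main value at 5%. Against x-rays, for the ligase genes it was -0.18 at 5%, opposite in sign to the main value. Against x-rays, for the methyltransferase genes it was -0.097 at 5%, opposite in sign to the main value. Against x-rays, for the interferon-stimulated genes it was -0.14 at 83%, opposite in sign to the main value. With normexp background correction, the change against the controls reversed for Ube2c (-0.27 at 5%), Eif3k (-0.62 at 5% and -0.67 at 83%), Rpl35a (-1.50 at 83%), Rps24 (-0.52 at 83%), Rpl29 (-0.080 after x-rays), Rps15a (-0.67 at 83%), Rpl35 (-0.69 at 83%), Rps29 (-0.079 after x-rays and -0.63 at 83%), Rpl23 (-0.91 at 83%), and Rps14 (-0.87 at 83%). Compared with x-rays, the difference of Rpl35a (-0.81 at 83%) and Rps27 (-0.097 at 83%) reversed.

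Under the stricter background filter, genes found in 1 exposure alone numbered 62 at 5% and 124 at 25%. Under the stricter background filter, the RP genes had a median against the controls of 0.76 at 15% and 0.46 at 25%, no longer past the threshold at 15% and 25%.

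Without the fold filter, the downregulated RP genes numbered 2 at 5% and 3 at 15%. Without the fold filter, the RP genes had a median against x-rays of 0.038 at 83%. Compared with x-rays, the difference of Rps25 (0.51 at 83%) reversed.

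With the mean over the probes of a gene, the downregulated RP genes numbered 1 at 25%. Under the mean over the probes of a gene, the RP genes had a median against the controls of 0.38 at 15%, 0.22 at 25%, and -0.038 at 83%, no longer past the threshold at 15% and 25%. Under the mean over the probes of a gene, the RP genes had a median against x-rays of -0.098 at 5% and -0.041 at 25%.

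With a single fit over 36 arrays, the differentially expressed genes numbered 3474 at 83%. Under a single fit over 36 arrays, 248 genes were shared by the 4 neutron-containing exposures but not x-rays. Under a single fit over 36 arrays, genes found in 1 exposure alone numbered 388 at 15%, 86 at 25%, and 602 at 83%. With a single fit over 36 arrays, the genes that differed from x-rays numbered 708 at 5%, 1543 at 15%, and 1156 at 25%, and 1 differed between 15% and 25%. With a single fit over 36 arrays, the downregulated RP genes numbered 4 after x-rays, 8 at 5%, and 5 at 25%. Under a single fit over 36 arrays, the RP genes had a median against the controls of 0.28 after x-rays and 0.46 at 25%, no longer past the threshold after x-rays and at 25%. The T-cell genes had a median of -0.46 at 83%, now past the threshold.

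With the replicate number as a block, the differentially expressed genes numbered 2906 after x-rays and 2101 at 5%. With the replicate number as a block, the percentage of differentially expressed genes that were downregulated was 45.1 at 25%. Under the replicate number as a block, 1310 genes were shared by the 4 neutron-containing exposures. Under the replicate number as a block, genes found in 1 exposure alone numbered 598 after x-rays, 70 at 5%, and 720 at 25%. With the replicate number as a block, the genes that differed from x-rays numbered 1314 at 25%. With the replicate number as a block, the downregulated RP genes numbered 0 after x-rays, 2 at 5%, and 2 at 15%. Under the replicate number as a block, the RP genes had a median against the controls of 0.46 at 25%, no longer past the threshold. The T-cell genes had a median of -0.46 at 83%, now past the threshold.

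With the slide as a block, the differentially expressed genes numbered 1268 after x-rays, 25 at 5%, and 43 at 15%. With the slide as a block, the percentage of differentially expressed genes that were downregulated was 35 after x-rays and 96 at 5%. Under the slide as a block, 8 genes were shared by the 4 neutron-containing exposures and 0 of those shared were not differentially expressed after x-rays. Under the slide as a block, genes found in 1 exposure alone numbered 156 after x-rays, 2 at 5%, 4 at 15%, and 1210 at 25%. Under the slide as a block, 9.63% of genes had their largest change at 15%. With the slide as a block, the genes that differed from x-rays numbered 1 at 5%, 0 at 15%, and 604 at 25%, and 327 differed between 83% and 25%. With the slide as a block, the downregulated RP genes numbered 0 after x-rays, 0 at 5%, and 0 at 15%. Under the slide as a block, the RP genes had a median against the controls of -0.12 at 5% and -0.14 at 15%, opposite in sign to the main value at 15%. For the platelet genes it was -0.64 at 5% and -0.0044 at 15%, opposite in sign to the main value at 5% and 15%. Under the slide as a block, the RP genes had a median against x-rays of -0.82 at 5% and -0.73 at 15%, past the threshold in the direction opposite to the main value at 5% and 15%. With the slide as a block, the change against the controls reversed for Myc (0.17 at 15%) and Gm5106 (-0.59 at 15%). For 5 and 15% this model rests on the 1 slide that held both groups, so that fewer arrays carry the comparison. At 25 and 83%, which shared no slide with the controls or x-rays, the slide entered as a random effect, and the values there are not differences within a slide.

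With the scan session as a block, the differentially expressed genes numbered 89 at 5% and 134 at 15%. With the scan session as a block, the percentage of differentially expressed genes that were downregulated was 88.8 at 5%. With the scan session as a block, the genes that differed from x-rays numbered 1 at 5% and 0 at 15%. With the scan session as a block, the downregulated RP genes numbered 0 at 5% and 0 at 15%. Under the scan session as a block, the RP genes had a median against the controls of -0.12 at 5% and -0.14 at 15%, opposite in sign to the main value at 15%. For the platelet genes it was -0.64 at 5% and -0.0044 at 15%, opposite in sign to the main value at 5% and 15%. Under the scan session as a block, the RP genes had a median against x-rays of -0.82 at 5% and -0.73 at 15%, past the threshold in the direction opposite to the main value at 5% and 15%. This block, for the scan session, reversed the change against the controls of Myc (0.17 at 15%) and Gm5106 (-0.59 at 15%). Here too, the values at 5 and 15% rest on 1 array of each group.

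With array weights, the differentially expressed genes numbered 5599 at 5%. Under array weights, genes found in 1 exposure alone numbered 1060 at 83%. With array weights, the genes that differed from x-rays numbered 791 at 5%, 1872 at 15%, 1699 at 25%, and 3082 at 83%, 374 differed between 15% and 25%, and 2649 differed between 83% and 25%. With array weights, the downregulated RP genes numbered 4 after x-rays, 8 at 5%, and 6 at 25%. Under array weights, the RP genes had a median against the controls of 0.45 at 5% and 0.30 at 25%, no longer past the threshold at 25% and now past it at 5%. Under array weights, the RP genes had a median against x-rays of -0.096 at 25% and 0.0011 at 83%.

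With the adjusted p alone, the differentially expressed genes numbered 8878 after x-rays, 6716 at 5%, 7490 at 15%, 7093 at 25%, and 8990 at 83%. Under the adjusted p alone, 4457 genes were shared by the 4 neutron-containing exposures. Under the adjusted p alone, genes found in 1 exposure alone numbered 345 at 25%.

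With centring on each array's own probes above background, the percentage of differentially expressed genes that were downregulated was 45.9 at 25% and 68.3 at 83%. Under centring on each array's own probes above background, genes found in 1 exposure alone numbered 109 at 25%. With centring on each array's own probes above background, the downregulated RP genes numbered 2 after x-rays and 18 at 83%. Under centring on each array's own probes above background, the RP genes had a median against the controls of 0.66 at 15%, 0.30 at 25%, and -0.12 at 83%, no longer past the threshold at 15% and 25%. The T-cell genes had a median of -0.65 at 83%, now past the threshold. Under centring on each array's own probes above background, the RP genes had a median against x-rays of -0.30 at 5%, -0.11 at 15%, -0.23 at 25%, and -0.46 at 83%, now past the threshold at 83%.

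With spike-in centring, the differentially expressed genes numbered 7496 after x-rays, 9256 at 5%, 8039 at 15%, and 13937 at 83%. With spike-in centring, the percentage of differentially expressed genes that were downregulated was 96.1 after x-rays, 98.6 at 5%, 96.4 at 15%, 94.5 at 25%, and 99.5 at 83%. Under spike-in centring, 4673 genes were shared by the 4 neutron-containing exposures and 1011 of those shared were not differentially expressed after x-rays. Under spike-in centring, genes found in 1 exposure alone numbered 106 after x-rays, 64 at 15%, 57 at 25%, and 3593 at 83%. Under spike-in centring, 30.8% of genes had their largest change at 15%. With spike-in centring, the genes that differed from x-rays numbered 1161 at 5%, 667 at 25%, and 4549 at 83%, and 3869 differed between 83% and 25%. With spike-in centring, the downregulated RP genes numbered 21 after x-rays, 56 at 5%, 31 at 15%, 17 at 25%, and 73 at 83%, and 52 were downregulated in at least 1 neutron-containing exposure and not past the threshold after x-rays. Under spike-in centring, the RP genes had a median against the controls of -0.86 after x-rays, -1.37 at 5%, -0.94 at 15%, -0.83 at 25%, and -1.99 at 83%, opposite in sign to the main value after x-rays, at 15%, and 25%. For the T-cell genes it was -1.35 at 25%, no longer past the threshold. For the red-cell genes it was -0.23 at 83%, opposite in sign to the main value. For the neutrophil granule genes it was -0.93 at 83%, opposite in sign to the main value. For the platelet genes it was -0.41 after x-rays, -1.01 at 5%, and -0.38 at 15%, opposite in sign to the main value after x-rays, at 5%, and 15%. For the NK-cell genes it was -0.37 at 25%, opposite in sign to the main value. For the mitosis genes it was -0.80 at 83%, opposite in sign to the main value. Under spike-in centring, the RP genes had a median against x-rays of -0.42 at 5%, -0.061 at 15%, and -0.98 at 83%, now past the threshold at 83%. Against x-rays, for the ligase genes it was -0.0080 at 5%, opposite in sign to the main value. Against x-rays, for the methyltransferase genes it was -0.34 at 83%, opposite in sign to the main value. Against x-rays, for the interferon-stimulated genes it was -0.45 at 83%, opposite in sign to the main value. With spike-in centring, the change against the controls reversed for Eif3k (-0.017 at 5% and -0.92 at 83%), Rpl35a (-1.77 at 83%), Rps24 (-0.73 at 83%), Rpl29 (-0.19 after x-rays), Rps15a (-0.88 at 83%), Rpl35 (-0.93 at 83%), Rps29 (-0.085 after x-rays and -0.92 at 83%), Rpl23 (-1.17 at 83%), and Rps14 (-1.10 at 83%). Compared with x-rays, the difference of Rpl35a (-0.96 at 83%) reversed.

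Under the first reference of genes of the same brightness, the RP genes differed from the controls in all 5 exposures, opposite in direction to the main value. Relative to their reference, the mean differences were -0.41 after x-rays, -0.20, -0.21, and -0.17 in the mixed fields, and -0.41 at 83%. Each had an adjusted p below 0.05 (exact two-sided permutation test).

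Under the second reference of genes of the same brightness, the RP genes differed from the controls in all 5 exposures, opposite in direction to the main value. Relative to their reference, the mean differences were -0.30 after x-rays, -0.22, -0.19, and -0.18 in the mixed fields, and -0.26 at 83%. Each had an adjusted p below 0.05 (exact two-sided permutation test). Under the second reference of genes of the same brightness, the RP genes relative to their reference differed by a mean from x-rays of 0.035 at 83%.

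Under the third reference of genes of the same brightness, the RP genes differed from the controls in all 5 exposures, opposite in direction to the main value. Relative to their reference, the mean differences were -0.32 after x-rays, -0.20, -0.17, and -0.16 in the mixed fields, and -0.28 at 83%. Each had an adjusted p below 0.05 (exact two-sided permutation test). Under the third reference of genes of the same brightness, the RP genes relative to their reference differed by a mean from x-rays of 0.039 at 83%.

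With each array left out in turn, these counts and medians changed. The number of RP genes downregulated after x-rays lay between 1 and 3 (x-ray replicate 1 left out), and the number of RP genes downregulated at 5% lay between 2 (control replicate 2 left out) and 5. The number of RP genes downregulated at 15% lay between 3 (15% replicate 6 left out) and 7, and the number of RP genes downregulated at 25% lay between 2 and 4 (25% replicate 5 left out). The number of genes found after x-rays alone lay between 632 (x-ray replicate 3 left out) and 1562 (x-ray replicate 1 left out), and the number of genes found only at 5% lay between 68 (5% replicate 6 left out) and 199 (5% replicate 1 left out). The number of genes found only at 15% lay between 85 (15% replicate 6 left out) and 485 (15% replicate 3 left out), and the number of genes differing from x-rays at 5% lay between 0 and 400 (5% replicate 5 left out). The number of genes differing from x-rays at 15% lay between 323 (x-ray replicate 3 left out) and 1400 (15% replicate 3 left out), and the number of genes differing from x-rays at 25% lay between 0 (x-ray replicate 2 left out) and 770 (25% replicate 5 left out). The number of genes differing between 15% and 25% lay between 0 and 195 (15% replicate 3 left out), and the number of genes differing between 83% and 25% lay between 1346 (83% replicate 3 left out) and 2750 (25% replicate 5 left out). The median of the RP genes against the controls after x-rays lay between 0.24 (control replicate 3 left out) and 0.34 (control replicate 6), and the median of the RP genes against the controls at 5% lay between 0.25 (5% replicate 1 left out) and 0.52 (5% replicate 5). The median of the RP genes against the controls at 15% lay between 0.58 (15% replicate 5 left out) and 0.86 (15% replicate 3), and the median of the RP genes against the controls at 25% lay between 0.25 (25% replicate 5 left out) and 0.53 (25% replicate 4). The median of the T-cell genes against the controls at 25% lay between -0.59 (25% replicate 1 left out) and -0.35 (25% replicate 5), and the median of the RP genes against the controls at 83% lay between 0.011 (control replicate 4 left out) and 0.14 (control replicate 6). The median of the T-cell genes against the controls at 83% lay between -0.56 (83% replicate 2 left out) and -0.33 (control replicate 2), and the median of the RP genes against x-rays at 5% lay between -0.077 (5% replicate 1 left out) and 0.12 (x-ray replicate 6). The median of the RP genes against x-rays at 25% lay between -0.12 (25% replicate 5 left out) and 0.21 (25% replicate 1), and the median of the RP genes against x-rays at 83% lay between -0.064 (x-ray replicate 5 left out) and 0.074 (83% replicate 4).

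Some alternatives gave no value. The scan session as a block gave none for 25 and 83% against the controls or x-rays, which shared no session, or for 83% against 25%, which lay in 1 session. The limit of p below 0.005 applies to single genes and gave no counts. Genes that did not pass the filters under quantile normalization or were missing from the deposited expression table have no value there.

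Signal over background limits the results for dim probes. Mycn was well above background on 0 arrays and was not tested, Rps25 was well above background on 2 of 6 arrays at 83%, and Chst3 on 2 of 6 arrays at 15%. The stricter background filter left 10587 genes and normexp background correction 10622, against 15085 in the main analysis, so that fewer genes were tested under these 2.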

Differences from the paper's values

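The alternatives named here were set before the data were examined, and the tests with spike-in centring, with centring on each array's own probes above background, and the comparisons with genes of the same brightness were chosen only after the values had been seen.

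The number of upregulated genes at 5% is 829 in the paper and 1364 here. It lay within 1.5-fold of the paper's value with quantile normalization (1175), in the deposited expression table (984), with the replicate number as a block (946), and without any single control or 5% replicate 1, 2, 4, or 6. It did not with the other 13 alternatives, namely scaling on the 75th percentile, centring on probes well above background on all arrays, normexp background correction, the floor of 10, the stricter background filter, no fold filter, the mean over probes, a single fit, blocks for the slide and the scan session, the t-test of the paper's methods, array weights, and the adjusted p alone.

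At 25%, the paper gives 1052 upregulated genes, against 1641 here. Quantile normalization (1480), the stricter background filter (1530), the mean over probes (1567), the deposited expression table (1167), and a single fit (1540) came within 1.5-fold, as did the count without any single control or 25% replicate 2 or 6. The other 10 alternatives did not, namely scaling on the 75th percentile, centring on probes well above background on all arrays, normexp background correction, the floor of 10, no fold filter, blocks for the replicate number and the slide, the t-test of the paper's methods, array weights, and the adjusted p alone. Centring on each array's own probes above background, chosen after seeing the values, gave 1553.

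At 83%, the paper gives 1390 upregulated genes, against 2432 here. The stricter background filter (2061), the deposited expression table (1536), and a single fit (1627) came within 1.5-fold, and the other 12 alternatives did not (scaling on the 75th percentile, quantile normalization, centring on probes well above background on all arrays, normexp background correction, the floor of 10, no fold filter, the mean over probes, blocks for the replicate number and the slide, the t-test of the paper's methods, array weights, and the adjusted p alone). Centring on each array's own probes above background, chosen after seeing the values, gave 1935.

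Genes found in x-rays alone number about 620 in the paper's Fig. 1c, read by eye, and 999 here. Scaling on the 75th percentile (867), quantile normalization (790), centring on probes well above background on all arrays (810), the stricter background filter (774), the deposited expression table (722), and the replicate number as a block (598) came within 1.5-fold, and the other 9 alternatives did not (normexp background correction, the floor of 10, no fold filter, the mean over probes, a single fit, a block for the slide, the t-test of the paper's methods, array weights, and the adjusted p alone). The count also came within 1.5-fold without any single control or x-ray replicate 2, 3, 4, or 6. Centring on each array's own probes above background, chosen after seeing the values, gave 895.

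Genes found only at 15% number about 260 in the paper's Fig. 1c, read by eye, and 169 here. A single fit (388) and array weights (253) came within 1.5-fold, and the other 13 alternatives did not (scaling on the 75th percentile, quantile normalization, centring on probes well above background on all arrays, normexp background correction, the floor of 10, the stricter background filter, no fold filter, the mean over probes, the deposited expression table, blocks for the replicate number and the slide, the t-test of the paper's methods, and the adjusted p alone). The count also came within 1.5-fold without x-ray replicate 2, 3, 4, or 6, 5% replicate 1, 2, 4, 5, or 6, 25% replicate 1, 2, 4, 5, or 6, or 83% replicate 1, 3, 4, 5, or 6.

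Genes found only at 25% number about 110 in the paper's Fig. 1c, read by eye, and 196 here. Centring on probes well above background on all arrays (165), the stricter background filter (124), the deposited expression table (119), and a single fit (86) came within 1.5-fold, and the other 11 alternatives did not (scaling on the 75th percentile, quantile normalization, normexp background correction, the floor of 10, no fold filter, the mean over probes, blocks for the replicate number and the slide, the t-test of the paper's methods, array weights, and the adjusted p alone). The count also came within 1.5-fold without 25% replicate 1, 2, or 6. Centring on each array's own probes above background, chosen after seeing the values, gave 109.

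The paper reports 15 RP genes as downregulated from 5% on and not after x-rays, and 5 RP genes were downregulated at 5% and not past the threshold after x-rays here. Quantile normalization (14) and the deposited expression table (16) came within 1.5-fold of the paper's 15, and the other 12 alternatives did not (scaling on the 75th percentile, centring on probes well above background on all arrays, normexp background correction, the floor of 10, the stricter background filter, no fold filter, the mean over probes, a single fit, blocks for the replicate number and the slide, the t-test of the paper's methods, and array weights). Taken without regard to x-rays, the RP genes downregulated at 5% numbered 5, with 34 for quantile normalization and 37 for the deposited expression table. The other alternatives set beforehand gave 0 to 8, and none of these values came within 1.5-fold of the paper's 15. Spike-in centring, chosen after seeing the values, gave 56, of which 35 did not pass the threshold after x-rays.

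The fold decrease of Rpsa at 83% is about 3 in the paper and 1.09 here. Quantile normalization (2.6), normexp background correction (3.61), and the deposited expression table (2.85) came within 1.5-fold, and the other 12 alternatives did not (scaling on the 75th percentile, centring on probes well above background on all arrays, the floor of 10, the stricter background filter, no fold filter, the mean over probes, a single fit, blocks for the replicate number and the slide, the t-test of the paper's methods, array weights, and p below 0.005). Rpsa passed the threshold at 83% with quantile normalization and in the deposited expression table. With spike-in centring, chosen after seeing the values, Rpsa also passed and the log2 fold-change of -2.10 lay within 1.5-fold of the paper's value.

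The folds that the paper lists in Additional file 5 for EIF2 signaling have median log2 values of -0.938 after x-rays, -1.18, -1.36, and -1.05 in the mixed fields, and -1 at 83%, and the same genes have medians of -0.462, -0.457, -0.438, -0.058, and -0.593 here. Quantile normalization (-0.94, -1.10, -1.24, -0.99, and -0.85) and the deposited expression table (-0.93, -1.19, -1.39, -1.06, and -1) did not differ from the paper's values by more than the error. No fold filter (-0.53) did not differ for x-rays but differed for the other 4 exposures, and normexp background correction (-0.85) did not differ for 25% but differed for the other 4. The other alternatives differed from the paper's values in each exposure in which they gave a value, namely scaling on the 75th percentile, centring on probes well above background on all arrays, the floor of 10, the stricter background filter, the mean over probes, a single fit, blocks for the replicate number, the slide, and the scan session, the t-test of the paper's methods, and array weights. For x-rays the difference also lay within the error without control replicate 1, 3, or 4 or x-ray replicate 1, 2, 3, 4, or 6. With settings chosen after seeing the values, spike-in centring came within the error at 15% (-1.62) and 25% (-1.12), and centring on each array's own probes above background at 83% (-0.86).

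Other results disagree with a gene, ranking, or direction in the paper. The paper gives 25% as the exposure with the fewest differentially expressed genes, whereas 5% had the fewest here (3483 against 3737 at 25%). The lowest number lay at 25% in the deposited expression table (3175 against 4088 at 5%) and with array weights (4555 against 5599). It lay at 25% too without 5% replicate 3, which gave 4347 genes at 5%, so that this difference from the paper depends on 1 array. A single model over all 36 arrays put it at 83% (3474), with 3597 at 25% and 4175 at 5%. The lowest number also lay at 25% with 2 settings chosen after seeing the values, centring on each array's own probes above background (2871 against 3960) and spike-in centring (5460 against 9256). Among the genes that passed in at least 1 of x-rays and the mixed fields and changed in 1 direction, 44.9% had the largest change at 15%, but of the downregulated genes 42.4% had it after x-rays and 39.8% at 15%, where the paper puts the maximum.

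The paper describes RP genes as downregulated in all radiation types, and here 40 of 63 RP genes were higher than in the controls after x-rays and 41 at 5%, with medians above 0 in all 5 exposures. Medians were below 0 in all 5 with quantile normalization and in the deposited expression table, and also with spike-in centring and relative to genes of the same brightness, both chosen after seeing the values. The paper counts a group of RP genes as downregulated in neutron-containing exposures and not after x-rays, and 2 genes met this in all 4 exposures and 12 in at least 1. The latter number was 15 without control replicate 3, 21 with quantile normalization, 23 in the deposited expression table, and 17 with centring on each array's own probes above background, chosen after seeing the values.

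Rps25 is the only RP gene that the paper reports as upregulated by x-rays and not by neutrons, whereas 14 RP genes were upregulated after x-rays here, Rpl29 and Rpl7 in no other exposure, and Rps25 itself did not pass the threshold. Rps25 passed after x-rays with scaling on the 75th percentile (0.99), quantile normalization (0.86), centring on probes well above background on all arrays (0.94), array weights (0.71), p below 0.005, and without x-ray replicate 5 (0.72). With alternatives chosen after seeing the values, Rps25 passed with centring on each array's own probes above background (0.79), and it was -1.70 with spike-in centring.

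The paper reports Eif2s3x as differentially expressed after x-rays, and here it passed only in the deposited expression table (0.98). It reports Eif2ak4 for neutron-containing exposures, and here Eif2ak4 passed after x-rays too (-2.21). Eif3k, reported for x-rays, passed in all 5 exposures. Eif2b4, also reported for x-rays, passed at 83% too (-0.71). Eif3f and Eif3l, reported for neutron-containing exposures, did not pass the fold filter and were not tested in limma in the main analysis. Tested without the fold filter, Eif3f passed in no exposure and Eif3l only at 83% (-1). Eif3f passed in the neutron-containing exposures with quantile normalization at 5, 15, and 25%, and in the deposited expression table at 5, 15, and 83% and also after x-rays (-0.90). Eif3l passed in the 4 neutron-containing exposures with quantile normalization and in the deposited expression table, where it passed after x-rays too (-1.16). Centring on each array's own probes above background, chosen after seeing the values, called Eif3l at 83% (-1.13). Both genes passed in all 5 exposures with spike-in centring, chosen after seeing the values.

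Of single RP genes that the paper reports as downregulated after neutron-containing exposures, Rps19 and Rpl26 passed at 83% and not in the mixed fields, and Rpl19 in none. Rps28 and Rpl27 did not pass the fold filter, and tested without it they passed in none of the exposures. Rps19 passed at 15% with quantile normalization (-1.33) and at 5 and 15% in the deposited expression table (-1.03 and -1.46). Rpl19, Rpl26, and Rpl27 passed in all 4 neutron-containing exposures with quantile normalization and in the deposited expression table. Rps28 passed with spike-in centring alone, at 5% (-1.35), 15% (-1.08), and 83% (-2.03), which was chosen after seeing the values. The same setting also called Rps19, Rpl19, and Rpl26 in the 4 neutron-containing exposures and Rpl27 at 5 and 83%.

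Among other genes of the Diamond-Blackfan syndrome, the paper lists Rpl5, Rpl11, and Rpl18 as downregulated after x-rays and neutrons, and here only Rpl11 at 83% and Rpl18 in the 4 neutron-containing exposures passed. After x-rays Rpl5, Rpl11, and Rpl18 passed with quantile normalization (-0.98, -1.08, and -1.51) and in the deposited expression table (-1.05, -1.12, and -1.56), and Rpl18 also with a single fit, array weights, p below 0.005, and without x-ray replicate 1. Rpl5 passed at 5 and 83% with quantile normalization and at 5, 15, and 83% in the deposited expression table, and Rpl11 passed in the 3 mixed fields with both. Spike-in centring, chosen after seeing the values, called Rpl5 and Rpl18 after x-rays, Rpl5 at 5, 15, and 83%, and Rpl11 in the 3 mixed fields.

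The paper lists Rpl35a, Rps24, Rps15a, and Rpl29 as downregulated after neutrons, and here Rpl35a (0.88), Rps24 (1.25), and Rps15a (1.10) were upregulated at 83%, and Rpl29 did not pass in the neutron-containing exposures. With quantile normalization and in the deposited expression table, Rps24 was downregulated past the threshold at 15 and 83%, Rps15a in the 4 neutron-containing exposures, and Rpl29 at 83%, and in the deposited table also Rpl35a at 5 and 15%. With spike-in centring, chosen after seeing the values, Rpl35a (5, 15, and 83%) and Rpl29 (83%) were downregulated past the threshold.

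The paper reports a set of RP genes known from the Shwachman-Diamond syndrome and Rps14 as not differentially expressed, and here Rpl29 (0.80) and Rps27 (-1.15) passed after x-rays, Rpl23 passed at 15% (1.47) and 83% (0.81), and Rps14 at 83% (0.88). Normexp background correction left all of these genes short of the threshold in each exposure, and quantile normalization, the deposited expression table, and a single fit did so for Rps14.

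Add3 is described in the paper as specific to neutrons, and after x-rays it changed by -1.23, as much as at 5% (-1.24), without passing the threshold. Myc is reported as downregulated in 3 of the neutron-containing exposures, with the smallest p at 83%. Here it passed at 15% (-1.24), and the unadjusted p in limma were 0.00746 at 5% and 0.00404 at 83%. Myc passed at 5% with array weights (-1.17) and without 5% replicate 3 (-1), and at 83% in the deposited expression table (-0.72), with array weights (-0.77), and with p below 0.005. Centring on each array's own probes above background (-0.80 at 83%) and spike-in centring (-2.30 at 5% and -2.65 at 83%), both chosen after seeing the values, also called Myc.

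The paper reports EIF2 signaling as reduced in the neutron-containing exposures only, and here the EIF2 genes had a camera or fry adjusted p below 0.05 in no exposure. The camera adjusted p was below 0.05 in all 5, x-rays included, with quantile normalization and in the deposited expression table. T-cell pathways are reported as reduced in all exposures, and here the T-cell genes at 83% (-0.46) had a camera adjusted p of 0.0794 and a fry adjusted p of 0.102. At 83% the camera adjusted p was below 0.05 with centring on probes well above background on all arrays (-0.50), normexp background correction (-1.76), a single fit, the replicate number as a block, and centring on each array's own probes above background (-0.65), of which the last was chosen after seeing the values. Processes of ubiquitin are reported for the upregulated genes of all exposures. Of 121 ubiquitin genes, 34, 23, 34, 26, and 38 were upregulated past the threshold. This was a larger share than the 1948, 1364, 1896, 1641, and 2432 upregulated among all 15085 genes. These counts went with the paper, although the excess was not tested. Camera and fry test a shift of the whole list, in which 20, 16, 22, 15, and 28 genes were downregulated. The ubiquitin genes had camera adjusted p of 0.222 after x-rays, 0.304, 0.207, and 0.188 in the mixed fields, and 0.135 at 83%. The fry adjusted p were 0.0301, 0.542, 0.103, 0.161, and 0.0125. For the ubiquitin genes the camera adjusted p was below 0.05 with centring on probes well above background on all arrays in all exposures but 5%, with the stricter background filter after x-rays and at 15 and 83%, and with scaling on the 75th percentile at 83%. The paper ties the tRNA processes mainly to 83%. For the methyltransferase genes the median (-1.25 after x-rays, -0.56 at 83%) and the camera adjusted p (6.86e-05 and 0.0128) put the stronger fall after x-rays, while 7 and 8 of them were downregulated. The ligase genes went with the paper, with 16 downregulated at 83% and 9 after x-rays and camera adjusted p of 0.00015 and 0.00289, although their median was lower after x-rays (-0.96 against -0.87).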

Other observations

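In this part, the tests on other splits of the arrays, on the wider spread of intensities, and on genes of the same brightness were chosen only after the results had been seen, whereas those on the slide and scan session, on fewer lymphocytes, and on saturated probes for the RP genes were planned.

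The arrays of each comparison were split into 2 groups of 6 in 100 ways drawn from 462. Chance can be excluded for the numbers of genes that differed from the controls, since only 1 split, the real one, reached them for x-rays and for 5, 15, 25, and 83%. For the direct comparison of 83% with x-rays chance can be excluded as well, where again only 1 split, the real one, was as large. At 25%, only the real split of those drawn reached 394 genes, but another gave 386 after an exchange of 1 array, and 0 genes passed without x-ray replicate 2 or 3 or 25% replicate 1, 2, 4, or 6, so that this count depends on single arrays. The arrays of 25% and x-rays shared no scan session, and no value within a session can be had. At 15%, 2 splits reached the number of 617 genes. The other split gave 709 genes and set the 5 arrays of 15% from the second scan session with 1 x-ray array apart from the rest, so that it largely followed the scan session. With the scan session as a block, the comparison of 15% with x-rays gave 0 genes in limma, against 617 without the block. This block leaves 1 array of each group in a shared session, so that few genes could pass, and whether the session accounts for the 617 genes stays open. For the comparisons with 0 genes (5% with x-rays, 15% with 5%, and 15% with 25%) the splits decide nothing, since each of the 100 gives at least 0.

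Several explanations were tested for RP genes that the paper reports as lower in the neutron-containing exposures and not after x-rays. The RP genes with quantile normalization were lower after x-rays too (-0.67), so that a fall sparing x-rays was not seen for the list as a whole. For the neutron-containing exposures the slide and scan session cannot be told apart from the exposure, because 25 and 83% shared no slide with the controls or x-rays, and 5 and 15% shared only 1, with 1 array of each group. On that slide, with quantile normalization, the RP genes of the 5% and 15% arrays lay -0.64 and -0.57 from the control array in median, and the x-ray array lay at -0.43. In the deposited expression table the order was reversed, with the x-ray array at -0.60 against -0.52 at 5% and -0.49 at 15%. Fewer lymphocytes in the blood would lower the RP genes in each exposure that lowers lymphocyte genes, and after x-rays the B-cell genes had a median of -3.85 and the T-cell genes of -0.88. Since the fall after quantile normalization includes x-rays, a loss of lymphocytes stays open for it. Saturated probes are excluded as the cause of the fall, since 50 of 51 RP probes were never saturated and had a median of -1.30 at 15% with quantile normalization.

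A hypothesis for the higher RP values after median centring is that the intensities of the exposed mice were more spread out. After x-rays and at 83% this spread came with a lower array median, not with a higher 99th percentile. Under the hypothesis, other bright genes would rise as well, and at 15% the brightest 1% of genes without RP genes had a median of 0.88. A hypothesis for the lower RP values after quantile normalization is a shift shared by all genes of the same brightness. Relative to the 50 genes nearest in brightness, the RP genes still lay at -0.30 after x-rays, -0.22, -0.19, and -0.18 in the 5, 15, and 25% mixed fields, and -0.26 at 83%. These differences argue against a shared shift as the whole cause, and they were also present after x-rays. None of the neutron-containing exposures differed from x-rays on this measure (exact two-sided permutation test, p = 0.387, 0.234, 0.216, and 0.673, with differences of 0.081, 0.11, 0.12, and 0.035).

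Other lists written before the data were examined belong to no statement of the paper. The 23 mitosis genes had medians of 1.94 after x-rays, 1.76, 1.85, and 1.89 in the mixed fields, and 1.33 at 83%. Camera gave adjusted p of 3.91e-10, 2.86e-12, 1.29e-11, 9.05e-14, and 1.07e-06 for the mitosis genes, and fry 3.99e-06, 1.75e-06, 8.17e-07, 7.73e-07, and 3.23e-05. With spike-in centring the mitosis genes turned to -0.80 at 83%. The 16 p53 target genes had medians of -0.15, 0.38, 0.49, 0.52, and -0.12, with a mean of the opposite sign after x-rays (0.067). For the p53 targets camera gave adjusted p of 0.975, 0.222, 0.153, 0.0792, and 0.997, and fry 0.891, 0.163, 0.0192, 0.0111, and 0.783.

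The 12 NK-cell genes had medians of 0.14, -0.090, 0.36, 0.59, and 0.27 (camera adjusted p = 0.703, 0.677, 0.539, 0.0493, and 0.701, and fry 0.835, 0.649, 0.649, 0.103, and 0.835), and at 25% they turned to -0.23 with normexp background correction and to -0.37 with spike-in centring. The 17 neutrophil genes had medians of 0.099, -0.069, 0.62, 0.12, and 0.12, with a mean of the opposite sign at 5% (0.11). For the neutrophil genes camera gave adjusted p of 0.572, 0.708, 0.138, 0.399, and 0.433, and fry 0.77, 0.944, 0.372, 0.669, and 0.492. The 13 monocyte genes had medians of 0.030, -0.0091, 0.40, 0.34, and 0.16, with a mean of the opposite sign after x-rays (-0.038) and at 5% (0.29). For the monocyte genes camera gave adjusted p of 0.975, 0.423, 0.531, 0.271, and 0.171, and fry 0.919, 0.516, 0.579, 0.322, and 0.102. The platelet genes had medians of 0.59 after x-rays, 0.45 at 5%, and 0.15 at 83% (camera adjusted p = 0.0353, 0.0493, and 0.294, and fry 0.161, 0.288, and 0.433), beside the values at 15 and 25% given with the results for a closer look.

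Between 83% and 25%, which lay in 1 scan session, 4 of 18 lists passed both tests. The B-cell genes were higher at 83% by 2.66 (camera adjusted p = 1.05e-18, fry 2.56e-06). The platelet genes (-0.68), the mitosis genes (-1.01), and the p53 targets (-0.45) were lower, with camera adjusted p of 1.79e-05, 1.79e-05, and 0.027 and fry 0.0159 for each. In the direct comparisons with x-rays, 9 of 72 list tests had a camera adjusted p below 0.05, and 1 of these also had a fry adjusted p below 0.05.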
